# Retention of embryonic positional identity signatures in the adult sheep tail: evidence from *HOXB13* spatial RNA expression gradients

**DOI:** 10.1038/s41598-026-42438-7

**Published:** 2026-03-02

**Authors:** Simon Horvat, Rebecca Ellenrieder, Mojca Simčič, Maša Čater, Urška Draksler, Stefan Krebs, Neža Pogorevc, Maulik Upadhyay, Viktoria Balasopoulou, Melanie Feist, Caroline C. Friedel, Ivica Medugorac

**Keywords:** HOXB13, Postnatal spatial gene expression, Sheep tail length, Skin and bone, RNAseq, Positional identity, Developmental biology, Evolution, Genetics, Zoology

## Abstract

Body axis patterning in vertebrates is controlled by *HOX* genes during embryogenesis, with their expression gradients defining spatial identity along the anterior–posterior axis. While the developmental roles of *HOX* genes in axial patterning are well established, it remains unclear to what extent embryonically defined anterior–posterior *HOX* expression patterns are retained as transcriptional signatures in adult tissues. Tail length in sheep provides a model for studying the phenotypic effects of *HOX* gene variants. We used Improved Jezersko–Solčava sheep, which segregate for both tail length and *HOXB13* promoter variants, to examine genotype–phenotype associations. The *HOXB13* genotype was the main determinant of adult tail length, acting primarily by modulating caudal vertebral number. RNA‑seq and qPCR analyses revealed a clear anterior–posterior *HOXB13* expression gradient in adult tail skin and bones, consistent with retained positional patterning, with stronger distal expression in short‑tailed animals. These results provide in vivo evidence that spatially patterned *HOX* gene expression is retained in adulthood, consistent with residual transcriptional signatures of embryonic anterior–posterior identity.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-026-42438-7.

## Introduction

### Tail development and the role of *HOX* genes

Body axis patterning in vertebrates is orchestrated by the *HOX* genes. These genes belong to an evolutionarily conserved family of transcription factors that confer positional identity along the anterior–posterior axis through colinear expression during embryogenesis. Disruption in *HOX* gene regulation alters morphological developmental outcomes, underscoring their important role in defining body architecture along the vertebrate axis^1,2^. In mammals, the body axis terminates in a tail, whose length is controlled by various genetic determinants^3^. Several studies have implicated *HOX13* genes, the most posterior genes in *HOX* gene clusters, in regulating tail length^4,5^. The *HOXB13* gene was identified in 1996 by a combination of genetic and physical mapping^6^ as the last in the *HOXB* cluster. This study also demonstrated temporal and spatial colinearity of *HOXB13* expression in the main body axis of the mouse embryo. Further transgenic studies demonstrated the importance of *Gdf11* expression in trunk-to-tail development, as well as the role of *Lin28* in supporting the expansion of axial progenitors. However, this effect is eventually counteracted by the activation of *Hox13* genes^5^. In support of this result, a study showed that loss of function of *Hoxb13* in mice results in overgrowth of all major structures derived from the tail bud, including the tail. In contrast, ectopic expression of *Hoxb13* in transgenic mice led to tail truncation^7^. A recent study in mice by Hung and Wong (2024) demonstrated that Protogenin (PRTG) regulates the trunk-to-tail HOX transition, thereby facilitating proper axial extension through coordinated expression of posterior *Hox* genes, including *Hoxb13*^8^. Altogether, these findings suggest that HOXB13 functions to halt axial extension during embryonic development, thereby establishing tail length through dosage-sensitive repression of axial growth.

### *HOXB13* and genetic regulation of tail length in sheep

*HOXB13*was found to be an important regulator of tail length in sheep and was comprehensively reviewed by Kalds et al.^9^. The tail phenotype has been identified as a highly divergent trait in sheep breeds in part due to adaptation to diverse geographical and environmental contexts^10^. This makes sheep a valuable model for dissecting the genetic architecture underlying tail length. A study of Iranian sheep breeds identified *HOXB13* as one of the genes under strong selection, particularly in comparison between the thin-tailed Zel and fat-tailed Baluchi breeds^11^. A genome-wide comparison of Ethiopian and Sudanese breeds revealed a breed-specific haplotype at *HOXB13* associated with tail length^12^. Using long-read sequencing, a 168-bp insertion in the promoter near the 5′UTR of *HOXB13* was found to be enriched in long-tailed breeds^13^. In Merinolandschaf, the same insertion - mapped as 167 bp in the *HOXB13* promoter - was found tightly linked to a nonsynonymous SNP in exon 1 and identified as a likely SINE element^14^. Sequencing discrepancies in variant size (167 bp vs. 168 bp) in this study were attributed to a homopolymeric T-stretch within the SINE. A comparison of 42 long-tailed and short-tailed sheep breeds across Eurasia 13 revealed that the insertion in the *HOXB13* 5′UTR is the most significant variant influencing tail length. This finding is consistent with a genome study of five short-tailed Ovis species and the domestic Merino sheep breed, which identified the insertion as a derived variant^14^. The independent discovery of this variant across species and methods highlights its potential causal role in regulating tail length. The evolutionary and phenotypic implications of this derived allele are discussed in detail in Sect. “Tail morphology and artificial selection in domesticated sheep”.

### Tail morphology and artificial selection in domesticated sheep

The emergence of long-tailed sheep appears to coincide with post-domestication selection events^9^, with the shift toward artificial selection for increased wool production. In fine-wool breeds such as Merino or Rambouillet, this association is apparent, as such breeds frequently display both long tails and high-quality fleece^14,15^. This co-occurrence has led to the hypothesis that long tails and wool traits may have either a linked genetic basis or have been co-selected under similar artificial selection pressures^9^. Within this conceptual framework, variation at the *HOXB13* locus plays a central role in tail elongation. The derived allele (*D/D* genotype) appears to have been preferentially co-selected and is therefore predominantly found in long-tailed sheep, whereas the ancestral allele (*A/A)* is retained in short-tailed sheep as well as in mouflon^14^. This contrasts with *TBXT*, another key gene controlling vertebral identity, which has been functionally validated to drive the extreme tail truncation observed in fat-rumped sheep^16–18^. Meanwhile, it has become apparent that tail fat deposition is influenced by additional loci, notably *PDGFD* and *BMP2*, both of which also have functional associations with adipogenesis and tissue growth^19,20^. Together, these four genomic regions, *TBXT*, *HOXB13*, *PDGFD*, and *BMP2*, constitute a working model that explains a large part of tail phenotype variability in sheep as combinations of ancestral and derived alleles. Particularly, long thin-tailed sheep are hypothesized to carry a derived allele at *HOXB13* but retain ancestral variants at fat-related loci, whereas long fat-tailed sheep are expected to carry derived alleles at both *HOXB13* and at least one fat deposition locus. This model provides a possible genetic framework for explaining how natural and artificial selection have jointly shaped tail morphology in modern sheep breeds.

### The improved Jezersko–Solčava sheep: a new model to study tail genetics

To further explore the genetic determinants of tail length in sheep, we investigated the Improved Jezersko-Solčava breed (IJS), a Slovenian local breed created by improving local Jezersko-Solčava sheep with Romanov sheep to enlarge litter size while maintaining local adaptation^21,22^. This local breed, recognized in 2021 and now with over 6,000 registered individuals^23^, presents natural variation in tail length (Fig. 1) with short, medium, and long, thin tails, making it a suitable model for dissecting the genetic basis of this trait under controlled breeding conditions^22^. Its tail length variation, together with well-documented pedigree and phenotype records, provides a valuable resource for identifying functional variants such as those in *HOXB13*, and for evaluating their effects in a population segregating for tail length.

**Fig. 1:**
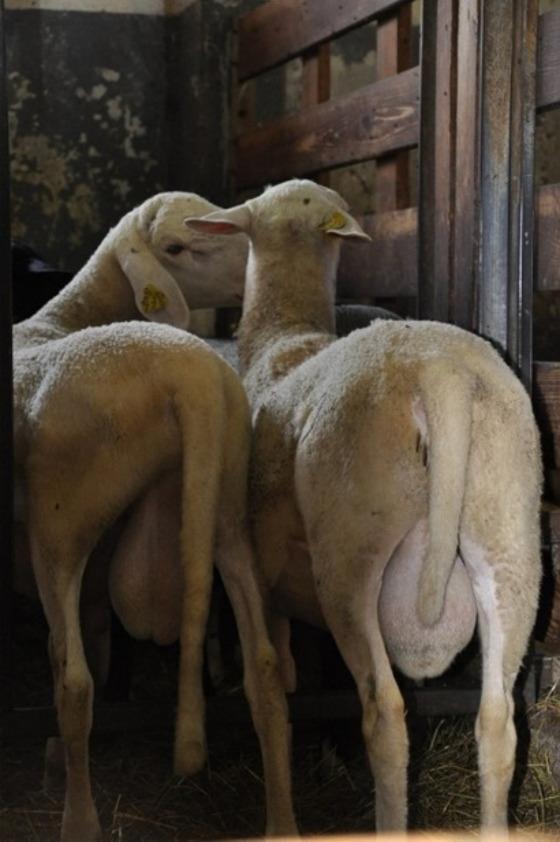
Tail length variation in the Improved Jezersko–Solčava sheep breed. Photographs depict a long-tailed ram (left) and a short-tailed ram (right), both approximately nine months old at the end of the performance test period, illustrating the natural range of tail length variation observed within the breed.

Despite advances in identifying genetic variants affecting tail length in sheep, little is known about how key genes like *HOXB13* are regulated in adult tissues. In particular, spatial expression patterns along the anterior–posterior axis of the adult tail, as well as genotype-dependent expression effects, remain unexplored. In this study, we use the Improved Jezersko–Solčava sheep as a model breed to address this gap. By combining morphometric measurements, vertebral imaging, and spatial RNA expression analyses in both skin and bone tissues, we aim to (i) characterize the phenotypic impact of the *HOXB13* genotype on tail morphology and lumbar, sacral, and caudal vertebral numbers, (ii) define the spatial *HOXB13* expression gradient in adult tail tissues, and (iii) explore whether other tail length–associated or differentially expressed genes follow similar spatial or genotype-dependent expression patterns.

## Materials and methods

### Phenotyping and experimental design

In this study, body measurements were collected from seven cohorts of rams belonging to the Improved Jezersko–Solčava sheep breed. All animals were phenotyped at the end of the performance test period at the Test Station of the Educational and Research Center Logatec (Biotechnical Faculty, University of Ljubljana) by the same team of qualified staff. A total of 61 selected rams (Supplementary Table 1) were measured for the following morphometric traits: tail length (TL), withers height (WH), and body weight (BW). Phenotyping was carried out according to the protocol described by Eck et al^24^. at the average age of 365.89 ± 160.62 days.

Table 1 summarizes the measuring procedures for each morphometric trait. Withers height was measured with a metal measuring device designed to assess withers height, body length, and chest width in dogs used in canine sports. Tail length was measured using a custom-made wooden board containing a central groove to position the tail and a lateral scale to record its length. During measurements, the board and, consequently, the tail were held parallel to the ground to ensure consistency. Furthermore, the age of the rams at phenotyping was calculated from their birth dates, as recorded in the Central Database for Small Ruminants in Slovenia, and the phenotyping date.

**Table 1:** Measuring procedures of traits measured in live rams and in the carcass. Overview of morphometric and carcass traits measured in rams, including instruments, anatomical landmarks, and descriptive statistics.

	Trait	Measuring instrument	Measurement reference points	Mean ± SD
**Morphometric traits in live rams**	Withers height (WH), cm	Metal measuring device from dog sports	From the floor to the highest point of the withers	69.09 ± 4.96
	Tail length (TL), cm	Custom-made wooden board	From the anus to the tip of the tail	28.15 ± 5.57
	Body weight (BW), kg	Tru-Test XR3000 Electronic weigh scale		51.51 ± 13.22
**Carcass traits measured after the slaughter**	Tail length at slaughter (cm)	Analog inox beak ruler	From the first to the last caudal vertebrae	33.56 ± 7.01
	Number of sacral vertebrae	-	Counting	4.76 ± 0.70
	Length of the sacrum (cm)	Analog inox beak ruler	From the first to the last sacrum vertebrae	12.95 ± 2.18
	Number of lumbar vertebrae	-	Counting	6.90 ± 0.54
	Length of the lumbar region (cm)	Analog inox beak ruler	From the first to the last lumbar vertebrae	26.64 ± 3.67

### Slaughter procedure

The animals used in this study were not reared or slaughtered for research purposes but were rams excluded from further breeding in the national performance testing program due to failure to meet established breeding standards. Such excluded rams are always intended for slaughter and human consumption. An ear tissue sample for genotyping was collected during routine ear tagging using a GEPE Geimiplast applicator, in accordance with European animal care guidelines. All tissues used in gene expression analyses were collected postmortem. According to the Research Ethics Committee Regulation of the University of Ljubljana, Biotechnical Faculty, formal ethical approval from the National Ethics Committee for Animal Experiments was not required for this study, and the animals were sacrificed in a University Abattoir and Meat Processing Facility (Approval No. SI-37_323-02). Slaughter was performed in accordance with Regulation (EC) No 1099/2009 and national legislation, under the supervision of official veterinarians from the Slovenian Administration for Food Safety, Veterinary Sector, and Plant Protection. The animals were subjected to a mandatory pre-stunning procedure before exsanguination to avoid suffering. The experimental design and the analysis performed in the current study are in accordance with ARRIVE guidelines (https://arriveguidelines.org/). A subset of 21 rams with recorded phenotypic measurements (wither height and tail length) was selected for slaughter at an average age of 514.0 ± 148.4 days. Since measurements at slaughter were performed on a selected group of 21 animals at a later time point than the measurements taken at the conclusion of the performance test (approximately nine months of age), traits such as tail length had increased accordingly. Slaughtering was performed over seven consecutive days at the research abattoir of the Biotechnical Faculty, following a standardized protocol for all animals. Immediately after removal from the carcass, tail length was measured using an analog inox caliper, from the first to the last caudal vertebra. Following 24 h of cold storage, carcasses were bisected longitudinally along the vertebral midline using an electric saw to expose the vertebral column. The number of sacral and lumbar vertebrae was then counted, and the lengths of the sacral and lumbar regions, as well as the tail, were recorded (see Supplementary Table 2).

### Statistical analysis of morphometric traits

Analyses were conducted using R^25^. Six traits (Table 2) were analyzed with general linear models (GLM), incorporating *HOXB13* genotype (*A/A*, *A/D*, *D/D*) as a fixed effect and wither height (WH, cm) as a linear covariate to control for body size. The following linear model was applied to each trait:

**Table 2:** Least-squares means (LSM ± SE) for tail and carcass traits across *HOXB13* genotypes in Improved Jezersko–Solčava sheep. The effects of genotype and wither height on tail lengths, vertebral counts, and associated skeletal measurements.

Trait	Genotype (LSM ± SE)			*P*-value		*R* ^2^
	*A/A*	*A/D*	*D/D*	Genotype	Wither height	
Tail length at the end of performance test (cm)	24.11 ± 1.08^**a**^	27.06 ± 0.85^**a**^	31.55 ± 0.83^**b**^	< 0.0001	< 0.0001	0.50
Tail length at slaughter (cm)	28.17 ± 1.03	N/A	39.49 ± 1.08	< 0.0001	0.0037	0.78
Number of sacral vertebrae	4.81 ± 0.22	N/A	4.71 ± 0.23	n.s.	n.s.	0.03
Length of the sacrum (cm)	12.72 ± 0.61	N/A	13.19 ± 0.64	n.s.	0.0343	0.23
Number of lumbar vertebrae	6.72 ± 0.15	N/A	7.11 ± 0.16	n.s.	n.s.	0.19
Length of the lumbar region (cm)	26.20 ± 0.92	N/A	27.12 ± 0.96	n.s.	0.0042	0.38

n.s. - non-significant, LSM – least-square means, SE – standard error, R^2^ – coefficient of determination.

N/A - data not available for heterozygotes at slaughter.

1 $${Y}_{ij}=\mu+{G}_{i}+\beta\left({WH}_{ij}\right)+{\epsilon}_{ij}$$

Where *Y*_*ij*_ is the observed value of a given trait (e.g., tail length) for individual *j* with genotype *i*; *µ* is the overall mean; *G*_*i*_ is the fixed effect of *HOXB13* genotype (*A/A*, *A/D*, *D/D*); *β* is the regression coefficient for wither height *WH*_*ij*_; and *ε*_*ij*_ is the residual error.

Models were fitted separately for each quantitative trait using the *lm()* function. Type III ANOVA tables were generated using the *Anova()* function from the *car* package^26^, applying sum-to-zero contrasts (*contr.sum*) to get sums of squares. Least-squares means (LSM ± SE) for each genotype and Tukey-adjusted pairwise comparisons among genotypes were estimated using the package *emmeans*^27^. A *P*-value < 0.05 was considered statistically significant.

To further evaluate the mode of phenotypic expression of the *HOXB13* locus, genotype data were recoded into three alternative genetic models: additive (*A/A* = 0, *A/D* = 1, *D/D* = 2); dominant (*A/A* = 0, *A/D* and *D/D* = 1); and recessive (*A/A* and *A/D* = 0, *D/D* = 1). The best-fitting model was selected based on the lowest AIC (Akaike Information Criterion) and BIC (Bayesian Information Criterion) values. These are model selection criteria that balance model fit and complexity, with lower values indicating a better fit achieved with fewer parameters^28^.

To quantify the degree of dominance (*D*), the classical quantitative genetic model was applied^29^:

2 $$D=\frac{d}{a}=\frac{{\mu}_{AD}-\frac{\left({\mu}_{AA}+{\mu}_{DD}\right)}{2}}{\frac{\left({\mu}_{DD}-{\mu}_{AA}\right)}{2}}$$

where µ_AA_, µ_AD_, and µ_DD_ are the least-squares means for each genotype. Values of *D* were interpreted as approximately additive (|D| < 0.25), as partial dominance (0.25 ≤ |D| < 0.75), and as complete or strong dominance (|D| ≥ 0.75).

### Genotyping for *HOXB13* ancestral and derived allele

Genomic DNA was extracted from approximately 20–30 mg of ear tissue using the E.Z.N.A.^®^ Tissue DNA Kit (Omega Bio-tek, USA) according to the manufacturer’s protocol. The purity and concentration of the extracted DNA were assessed using a NanoDrop 8000 spectrophotometer (Thermo Fisher Scientific, USA). Primers were designed to amplify across the 167 bp insertion in the *HOXB13* promoter region^13,14^ (Forward: TTTATGAGCTTCTCTCCGCCA, reverse: CACTCGGCAGGAGTAGTA). A simplified PCR-based genotyping procedure was used to distinguish carriers of the ancestral (*A*) and derived (*D*) alleles by PCR amplification and agarose electrophoresis (Fig. 2 and Supplementary Fig. 4). For the PCR reaction, we used 2 µl of DNA (10 ng/µl, diluted with water), 5 µl of FasteGene Optima Hotstart ready mix DNA polymerase (2x) (Nippon Genetics, Europe), 2 µl of H_2_O, and 0.5 µl (10 μm) of forward and reverse primer. PCR amplification was performed on a SimpliAmp thermal cycler (Applied Biosystems, USA) with the following thermal profile: initial denaturation step at 95 °C for 3 min, followed by 35 cycles consisting of 15 s at 95 °C, 30 s at 62 °C, and 30 s at 72 °C, with a final extension at 72 °C for 30 s. Amplified PCR products were separated on a 1.5% agarose gel by electrophoresis at 70 V for 45 min. Bands were visualized using an iBright CL1500 Imaging System (Invitrogen, USA). A 100 bp DNA ladder (Gene ruler, Thermo Fisher Scientific, USA) was used to estimate fragment sizes.

**Fig. 2:**
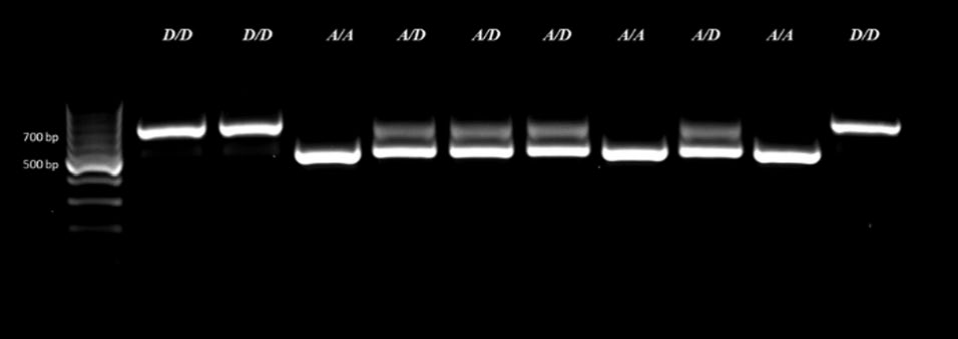
Genotyping of the 167 bp insertion in the *HOXB13* promoter region using PCR and agarose gel electrophoresis. Representative 1.5% agarose gel showing PCR amplicons distinguishing the ancestral (*A*) and derived (*D*) alleles. The *A* allele corresponds to the shorter fragment (492 bp), and the *D* allele includes the 167 bp insertion, resulting in a larger fragment (659 bp). Lanes labeled *A/A* represent homozygous ancestral genotype, *A/D* heterozygotes, and *D/D* homozygous derived genotype. A 100 bp DNA ladder (Thermo Fisher Scientific, USA) was used as a size reference.

#### Sampling of tissues

Tissue sampling was conducted at the Training Abattoir and Cutting Plant of the Department of Animal Science, Biotechnical Faculty, University of Ljubljana. Prior to slaughter, rams were completely sheared and shaved at the designated sampling sites. All rams were humanely euthanized by electrical stunning followed by exsanguination under the supervision of an official veterinarian, as part of routine slaughter for human consumption. The animals were not slaughtered exclusively for research purposes. To minimize the risk of contamination, sterile disposable 8 mm punch biopsy tools (KAI Medical, Germany) were used for skin, muscle, and organ tissues. Each sample was immediately immersed in RNAlater^®^ (Thermo Fisher Scientific, USA) to preserve RNA integrity by inhibiting RNase activity. For bone sampling, the vertebrae were cleaned of surrounding tissues using a sterile scalpel and subsequently immersed in RNAlater^®^. Samples were then snap frozen in liquid nitrogen and transferred to − 80 °C for long-term storage. On average, no more than five minutes elapsed between exsanguination and the collection of the final tail sample.

Skin, muscle, bone, and organ tissues were collected from adult rams at predefined anatomical locations to enable downstream molecular and histological analyses. From the tail region, skin samples were collected at three defined positions along the proximal–distal axis: the tail base (at the level of the first caudal vertebra), the mid-tail (defined as half of the measured total tail length), and the tail tip (1–2 cm from the distal end of the tail). Corresponding bone samples were obtained from caudal vertebrae at matching proximal–distal positions, specifically the first caudal vertebra (tail base), a mid-caudal vertebra located approximately halfway along the caudal series, and the most distal caudal vertebra (tail tip). While bone and skin sampling locations were anatomically aligned along the proximal–distal axis, minor spatial offsets of a few millimeters between soft tissue and skeletal landmarks were unavoidable. Additional skin samples were collected from the mid-lumbar, mid-thoracic, and mid-cervical regions. Tail muscles and bones were sampled at the same three tail positions used for skin collection. Furthermore, tissue was collected from the rectum (2 cm and 14 cm from the anus), colon (5 cm and 15 cm distal to the rectum), seminal vesicles (left and right), prostate (central region), and urinary bladder (ventral and dorsal regions). This sampling strategy was designed to facilitate analysis of axial patterning, organ-specific gene expression, and structural variation across diverse tissue types and anatomical locations.

#### RNA extraction and cDNA synthesis

For skin and other soft tissues, tissue homogenization was performed using Precellys^®^ hard tissue homogenization beads (Bertin Technologies, France) in TRIzol™ reagent (Invitrogen, USA) rather than the standard lysis procedure provided in the kit. Bone tissue was crushed with a tissue pulverizer in liquid nitrogen to obtain a fine powder for subsequent RNA extraction. Total RNA was extracted using the PureLink™ RNA Mini Kit (Invitrogen, USA) following the manufacturer’s protocol, with a modification to the initial lysis step. An optional DNase treatment was also performed using PureLink™ DNase (Invitrogen, USA) to eliminate potential genomic DNA contamination. RNA purity and concentration were assessed using a NanoDrop 8000 spectrophotometer (Thermo Fisher Scientific, USA), and RNA integrity was evaluated using the LabChip^®^ GXII Touch HT system (PerkinElmer, USA). The samples had an average RNA Quality Score (RQS) of 7.1 ± 0.9.

A total of 1.5 µg of RNA from skin samples and 1.0 µg from bone samples was reverse transcribed into cDNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, USA), following the manufacturer’s protocol. In addition, no-reverse transcriptase (No-RT) controls were prepared to assess potential genomic DNA contamination. These controls followed the same procedure, except that reverse transcriptase was replaced with RNase-free water. The resulting cDNA was stored at − 20 °C until further use.

#### RNA expression analyses

For quantitative PCR (qPCR) analysis, 10 µL reactions were prepared by mixing 2.4 µL of RNase-free water, 0.3 µL of each primer (100 nM/µL; forward and reverse), 5 µL of 2× PowerUp™ SYBR™ Green Master Mix (Applied Biosystems, USA), and 2 µL of 10× diluted cDNA from skin samples and 5x diluted cDNA from bone samples. Each sample was analyzed in technical duplicates. Reactions were run on a ViiA™ 7 Real-Time PCR System (Applied Biosystems, USA) with the following thermal profile for skin samples: initial denaturation at 95 °C for 10 min, followed by 35 amplification cycles of 95 °C for 15 s, 65 °C for 1 min, and 72 °C for 30 s. A melt curve analysis was subsequently performed (95 °C for 15 s, 60 °C for 1 min, 72 °C for 30 s). For bone samples, the program was slightly modified: 50 °C for 2 min, 95 °C for 2 min, followed by 40 cycles of 95 °C for 15 s and 65 °C for 1 min. A melt curve analysis program was: 95 °C for 15 s, 60 °C for 1 min, 95 °C for 15 s. The reference genes used for normalization were *B2M* and *HMBS* for bone samples, selected based on prior gene expression studies in sheep. For the target gene *HOXB13*, two pairs of oligonucleotides (*HOXB13* F1/R1 and *HOXB13* F2/R2) were designed using the NCBI reference sequence and Primer3Plus software (Table 3). Primer specificity was validated through optimization to ensure efficient and specific binding to the cDNA template. Gene expression was analyzed by calculating ΔCt (delta Ct), −ΔΔCt, and fold change (2^−ΔΔCt^) values. To compare gene expression between genotypes, an unpaired two-tailed Student’s t-test was performed in GraphPad Prism v9.0 (GraphPad Software) on ΔCt values for each tissue. A *P*-value of < 0.05 was considered significant.

**Table 3:** Primer sequences used for RT-qPCR analysis of *HOXB13* and reference genes in sheep tissues. The table lists forward (F) and reverse (R) primer sequences used for quantitative real-time PCR (RT-qPCR). Two primer pairs (F1/R1 and F2/R2) were designed for *HOXB13* based on the NCBI reference sequence using Primer3Plus software. *B2M* and *HMBS* were used as reference genes for expression normalization.

Gene symbol	Gene name	Primer sequence	Amplicon size
*B2M*	β−2-microglobulin	F: TGTCCCACGCTGAGTTCACT	137 bp
		R: TGAGGCATCGTCAGACCTTGA	
*HMBS*	Hydroxymethyl-bilane synthase	F: CTTGCCAGAGAAGAGTGTGG	115 bp
		R: CAGCCGTGTGTTGAGGTTTC	
*HOXB13*	Homeobox B13	F1: TCGTCATGACTCCCTGTTGC	274 bp
		R1: GATCTTGCGCCTCTTGTCCT	
*HOXB13*	Homeobox B13	F2: GTCGGTGGTACAGACCTTGG	331 bp
		R2: AGATCTTGCGCCTCTTGTCC	

TaqMan Gene Expression Assays (Thermo Fisher Scientific) were used to quantify expression in skin and bone samples for the following genes: *ALOX15*, *HOXA13*, *ACSM2B*, *AGT*, *LOCL4*, and *SP8*. TaqMan qPCR reactions were performed in duplicates for each sample in 384-well optical plates using the TaqMan Universal PCR Master Mix (Thermo Fisher Scientific). Each 10 µL reaction consisted of 1.5 µL 5x diluted cDNA template, 5 µL TaqMan Universal PCR Master Mix, 0.5 µL TaqMan Gene Expression Assay, and 3 µL nuclease-free water. Plates were run on a QuantStudio 5 Real-Time PCR System (Thermo Fisher Scientific) using the manufacturer-recommended program (50 °C for 2 min, 95 °C for 20 s, followed by 40 cycles of 95 °C for 1 s and 60 °C for 20 s). The reference genes used for normalization were *B2M* and *HMBS*. For the target genes, the following TaqMan Gene Expression Assays were used: *ALOX15* (Oa04833777_m1), *HOXA13* (Oa04668307_m1), *ACSM2B* (Oa04721289_m1), *AGT* (Oa04814695_m1), *LOXL4* (Oa04673501_m1), and *SP8*, which was custom-designed.

A subset of ram samples representing distinct tail length phenotypes (short vs. long) and contrasting *HOXB13* genotypes were selected for downstream molecular validation. For qPCR and TaqMan genotyping assays, a total of 13 rams were included, seven with short tails and genotype *A/A*, and six with long tails and genotype *D/D*. From this group, six rams (three short-tailed with *A/A* genotype and three long-tailed with *D/D* genotype) were additionally selected for RNA-seq analysis. Notably, these RNA-seq samples corresponded to homozygous individuals, with *HOXB13* genotypes confirmed as *A/A* in short-tailed and *D/D* in long-tailed rams. An overview of all selected animals, including their tail length phenotype, identification number, and *HOXB13* genotype used for each analysis, is provided in Supplementary Table 3. Heterozygous animals were not included in expression analyses because these experiments were designed to contrast spatial expression extremes between homozygous genotypes; inclusion of heterozygotes, expected to show intermediate and potentially more variable expression patterns, would reduce contrast and complicate interpretation of spatial gradients.

### Roentgen examination of vertebrae

The tail examinations involved X-ray imaging of the tail bones and measuring the tail length. Tail length and the presence of vertebral malformations were documented following the methods described by Hümmelchen et al.^30^. A ruler was employed to precisely measure the tail length from the tail base to its tip. Radiographs were taken using a stationary X-ray machine (VET SYSTEM S, M.T. Medical Technology S.r.l., Italy). For X-ray imaging, 40 kV and 16 mAs were used to visualize the vertebrae. Block vertebrae were identified when the borders of adjacent vertebrae were either indistinct or completely fused. Wedge-shaped bony structures located between two vertebrae were classified as wedged vertebrae.

### RNA-seq library preparation

The isolated total RNA was further purified with Ampure XP beads (Beckman Coulter, Brea, USA) and quality-controlled on a Bioanalyzer (Agilent, Santa Clara, USA) RNA Nano chip. All samples had RIN values between 8 and 10. 100 ng of the purified total RNA was converted into RNA-seq libraries using the CorALL kit (Lexogen, Vienna, Austria) according to the manufacturer’s instructions. Briefly, 100 ng of total RNA were bound to oligo(dT) magnetic beads, eluted, and reverse transcribed with Illumina P7-tailed random primers. The 3’ends of first-strand cDNA were ligated to Illumina P5-tailed oligos. This resulted in a 5’ and 3’-tailed first-strand cDNA that was amplified with barcoded i7 and i5 index primers. Amplified libraries were purified with Ampure XP beads, analyzed on Bioanalyzer DNA 1000 chips, and quantified with Qubit dsDNA HS assay (Invitrogen, Carlsbad, USA). Equimolar amounts of barcoded libraries were pooled and sequenced on a P3 flowcell on Illumina Nextseq2000 (Illumina, San Diego, USA) in 60 bp paired-end mode.

#### RNA-seq data analysis

RNA-seq analysis pipeline details were as follows: the quality of the sequencing data was first assessed using FastQC(version 0.11.9)^31^. RNA-seq reads were aligned to the sheep reference genome (ARS-UI_Ramb_v3.0, NCBI RefSeq assembly GCF_016772045.2) and rRNA sequences using ContextMap 2 (version 2.7.9)^32^ using BWA (Burrows–Wheeler Aligner) as a short read aligner and with default parameters^33^. The number of read counts per gene and exon was quantified from the mapped RNA-seq reads in a strand-specific manner using featureCounts^34^ and gene annotations from NCBI RefSeq (GCF_016772045.2-RS_2023_10). All analysis steps were implemented and executed in a reproducible manner using the Watchdog workflow management system^35^.

Differential gene expression analysis was performed using DESeq2 (version 1.40.1)^36^ in R (version 4.3.0)^25^. To determine gene expression changes between tail tip and mid-tail vs. tail base for both *A/A* and *D/D* genotypes, we used the following design to control for differences in individual rams: ~ genotype + genotype: ram.n + genotype: location. To determine gene expression changes at each location between *A/A* and *D/D*, we used the following design to control for differences in individual rams: ~ location + location: ram.n +location: genotype. *P*-values were adjusted for multiple testing using the method by Benjamini and Hochberg for controlling the false discovery rate (FDR) implemented in DESeq2^37^, and genes with FDR ≤ 0.01 and an absolute log2 fold-change > 1 were considered significantly differentially expressed. Vulcano plots, heatmaps, and other figures were created in R. Functional enrichment analysis for Gene Ontology (GO) terms was performed using the R clusterProfiler package (version 4.8.1)^38^. For this purpose, sheep gene symbols were mapped to orthologous human genes using the R gprofiler2 package, as functional annotations are more complete for human genes. Significantly enriched (GO) terms were determined at a multiple testing adjusted *P*-value cutoff (FDR) of 0.01. Heatmaps were created using the pheatmap library in R, and clustering of genes in heatmaps was performed using Ward’s clustering criterion^39^ and Euclidean distances.

## Results

### Morphometric measurements of Improved Jezersko-Solčava sheep

To assess the phenotypic effects of the *HOXB13* genotype on tail and carcass morphology, we analyzed least squares means (LSM ± SE) for six selected traits (Table 2) across genotypes (*A/A*, *A/D*, and *D/D*). A significant positive effect of wither height on tail length was observed across genotypes (Fig. 3), so our LSM analyses included wither height as a covariate (Table 2). Tail length showed a strong genotype-dependent pattern, with *D/D* animals exhibiting significantly longer tails compared to *A/A* and *A/D* animals (*p* < 0.0001). Animals with genotype *A/D* exhibited tail lengths that, on average, fell between the two homozygous genotypes, with a tendency to align closer (2.95 cm) to the mean of *A/A* animals than to that of *D/D* animals (4.49 cm). The *A/D* animals exhibited intermediate tail lengths but slightly closer to AA (2.95 cm) than to DD (4.49 cm) animals (Table 2). Thus, heterozygous animals displayed an intermediate phenotype, but with a measurable shift toward the *A/A* genotype rather than lying exactly at the midpoint between the two homozygotes. Although heterozygotes (*A/D*) were not significantly different from *A/A* animals, the ordered progression of mean tail length across genotypes (*A/A < A/D < D/D*) supports an approximately additive, gene-dosage–dependent effect of the derived allele on tail length. Wither height had a significant positive association with tail length at the end of the performance test (*P* < 0.0001), explaining half of the phenotypic variance (adjusted *R²* = 0.50, Table 2). For the selected 21 rams at slaughter, tail length was significantly affected by genotype and wither height as well (Table 2). No significant genotype effects were observed for the remaining four traits recorded in 21 rams (Table 2).

**Fig. 3:**
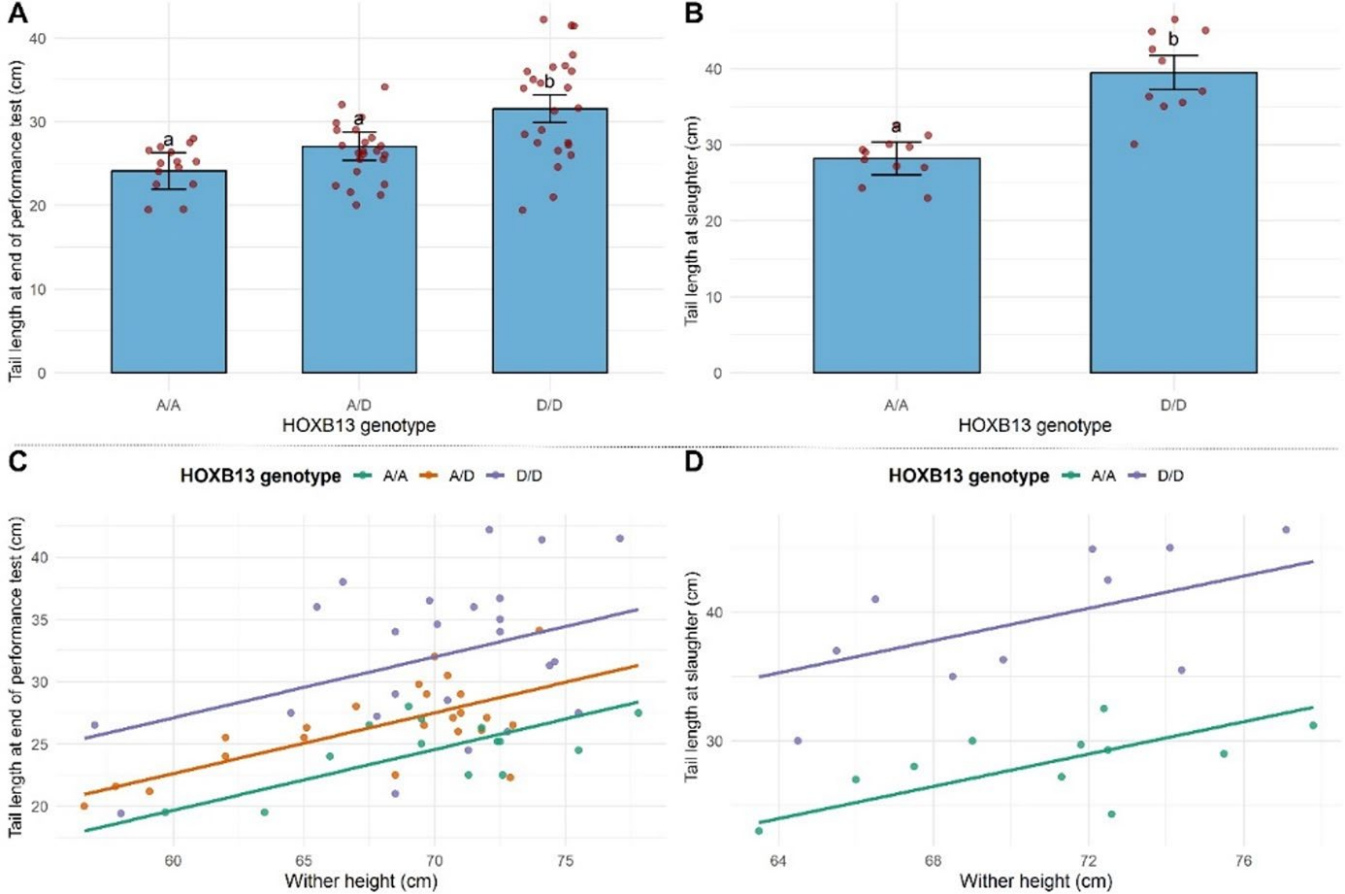
Association between *HOXB13* genotypes, wither height, and tail length in Improved Jezersko–Solčava sheep. Least-squares means ± SE for tail length measured on live animals at the end of the performance test **(A)** and after the slaughter **(B)**, adjusted for wither height. A significant positive effect of wither height on the tail length was observed across genotypes (*A/A*,* A/D*,* D/D*) in rams phenotyped (*N* = 61; *p* < 0.0001) at the end of the performance test **(C)**, and this association remained significant in a subset of rams (*N* = 21, *p* = 0.0037) assessed at slaughter **(D)**.

To check the phenotypic effect of the *HOXB13* variant, we compared additive, dominant, recessive, and general genotypic models for tail length, adjusting for wither height. Model comparison identified the additive model as the best fit to the data, i.e., the model with the lowest AIC or BIC value (AIC = 347.7; BIC = 356.1), followed closely by the general model (AIC = 349.2; BIC = 359.7), while the other two models showed weaker support (Supplementary Table 4). Also, the degree of dominance, *D* = −0.207, is consistent with near-additive inheritance and quantitatively reflects the slight deviation of the heterozygote mean toward the *A/A* genotype. Overall, *HOXB13* variation showed an additive mode of expression, with each copy of the derived allele incrementally increasing caudal length.

#### X-ray examination of vertebral number and tail length

A subpopulation of *A/A* (*N* = 7) and *D/D* (*N* = 6) rams at slaughter (Supplementary Table 3) was also examined in detail by X-ray for the number of caudal vertebrae and their characteristics. A significant difference in tail length was observed between *HOXB13* genotypes, with homozygous carriers of the derived allele (*D/D*) exhibiting longer tails compared to homozygotes for the ancestral allele (*A/A*) (Fig. 4A). This difference in total tail length was attributed primarily to a significantly higher number of caudal vertebrae in *D/D* animals, rather than an increase in average vertebra length (Fig. 4B). Linear regression analysis further supported this relationship, demonstrating a strong positive correlation between tail length and caudal vertebral count across individuals (Fig. 4C).

**Fig. 4:**
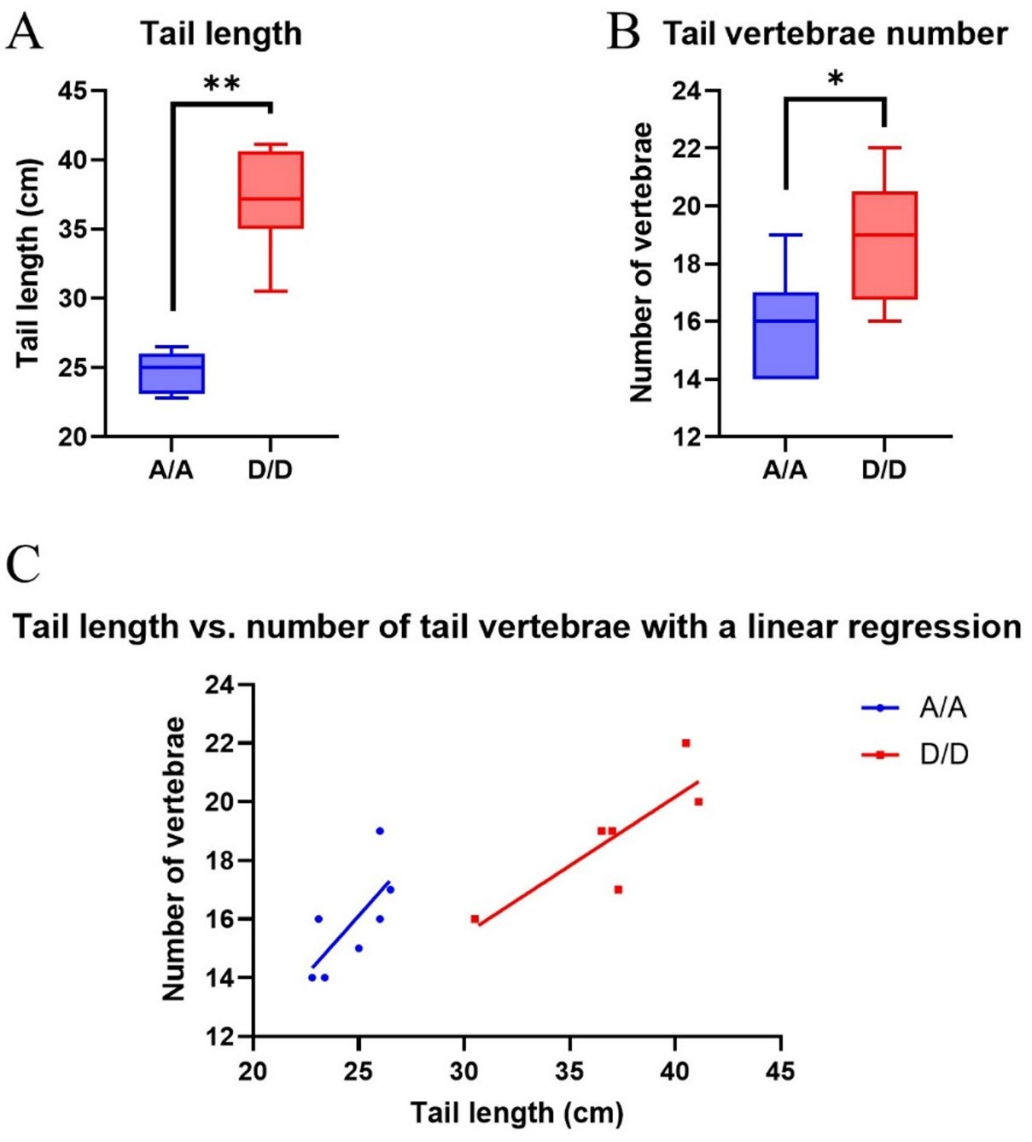
Tail length and caudal vertebrae number differences associated with *HOXB13* genotype. **(A)** Tail length comparison between ancestral (*A/A*; *N* = 7) and derived (*D/D*; *N* = 6) genotypes, showing significantly longer tails in *D/D* homozygotes (*P* = 0.0012). **(B)** Tail length is driven by an increased number of caudal vertebrae in *D/D* animals (*P =* 0.0286), with no significant difference in average vertebra length. **(C)** Linear regression analysis shows a positive correlation between total tail length and the number of caudal vertebrae across all individuals.

Table 4 summarizes the radiographic assessment of caudal vertebrae, vertebral malformations, and measured tail lengths across animals with different *HOXB13* genotypes. A significant difference was observed in the total number of caudal vertebrae in the tail (*P* = 0.012), but not in the number of block (*P* = 0.512) or wedged vertebrae (*P* = 0.300). Vertebral malformations, including block vertebrae (observed in 7 out of 13 animals) and a single case of a wedge vertebra, were present in both *A/A* and *D/D* genotypes, and occurred across a range of tail lengths. This suggests that these anomalies were not associated with the genotype or variation in tail length. Representative radiographic images of typical short tails (*A/A*), long tails (*D/D*), and tails exhibiting block or wedged vertebrae are shown in Fig. 5.

**Table 4:** Comparison of tail vertebrae counts and malformations between *A/A* and *D/D* genotypes. Each row represents an individual animal, identified by its ID, grouped by genotype (*A/A* or *D/D*). The table lists the total number of vertebrae in the tail and the number of malformed vertebrae categorized as either block vertebrae or wedged vertebrae.

Genotype	Animal ID	Total number of vertebrae in the tail	Including the number of vertebrae in:	
			Block vertebrae	Wedged vertebrae
*A/A*	871,932	18	7	0
	835,561	14	0	0
	835,317	14	0	0
	835,555	16	3	0
	835,507	15	3	0
	871,784	15	0	0
	871,772	15	0	0
Average		15.29	1.86	0
*D/D*	871,868	24	6	0
	871,787	16	0	0
	871,869	19	0	0
	835,402	17	3	0
	835,551	18	5	1
	835,600	19	3	0
Average		18.83	2.83	0.17
t-test (p-value)		0.012	0.512	0.3

**Fig. 5:**
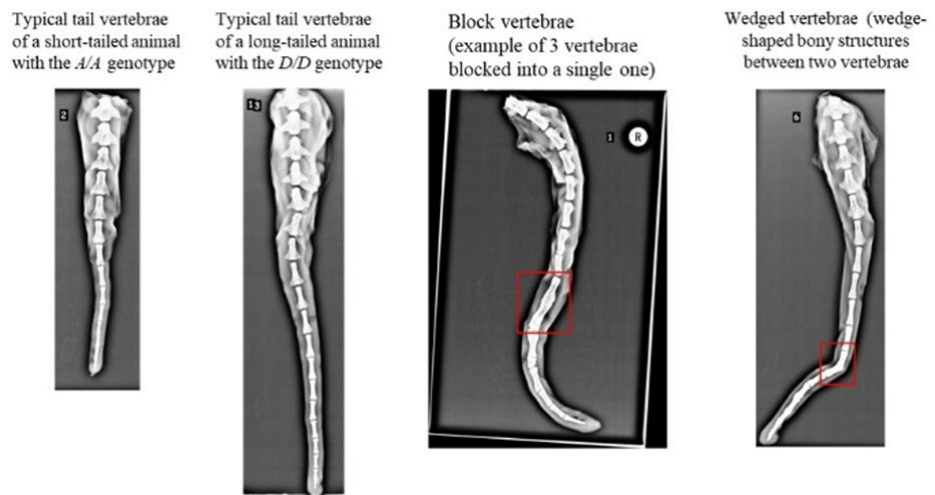
Radiographic images of sheep tails showing variation in caudal vertebral number and morphology across genotypes. Representative lateral X-ray images of tails from rams with different *HOXB13* genotypes. The images illustrate natural variation in total tail length and number of caudal vertebrae. Red boxes highlight examples of vertebral malformations (e.g., curvature or fusion anomalies). While most individuals exhibit normal vertebral alignment, a subset shows morphological abnormalities regardless of *HOXB13* genotype.

### *HOXB13* RNA expression in the skin, colon, and rectum

Figure 6 illustrates the spatial expression profile determined with RT-qPCR of *HOXB13* mRNA in skin samples collected along the anterior–posterior axis in rams. Expression levels were consistently low to undetectable from the mid-cervical, through the mid-thoracic, mid-lumbar, up to the tail base. A marked increase in *HOXB13* expression was observed in the mid-tail region, with the highest levels detected at the tip of the tail. Additionally, short-tailed animals (*HOXB13* genotype *A/A*) exhibited significantly higher *HOXB13* expression at the mid-tail and tail tip compared to long-tailed animals (genotype *D/D*), suggesting a genotype-dependent up-regulation of *HOXB13* in distal tail skin regions of adult sheep (*p* < 0.05).

**Fig. 6:**
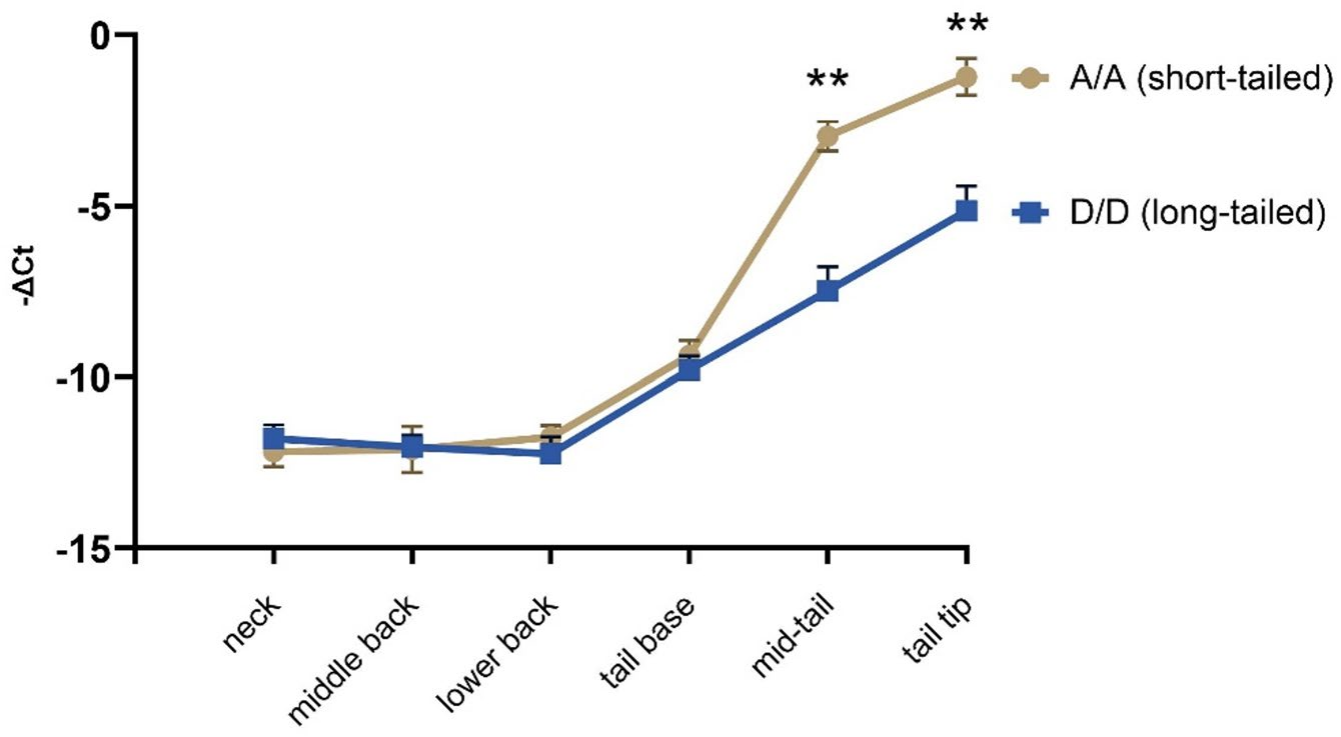
Spatial expression of *HOXB13* mRNA in skin along the anterior–posterior axis in rams of different *HOXB13* genotypes. Quantitative PCR analysis of *HOXB13* expression in skin samples collected from the mid-cervical, mid-lumbar, mid-thoracic region, tail base, mid-tail, and tail tip. Expression was normalized to reference genes (*B2M*, *HMBS*) and presented as relative expression (dCt). *HOXB13* expression was low to undetectable in anterior regions and increased progressively toward the distal tail. Expression levels were significantly higher in short-tailed rams (genotype *A/A*, *N* = 6) compared to long-tailed rams (genotype *D/D*; *N* = 6) at mid-tail and tip of the tail (*p* < 0.05). Data are shown as mean ± SD from biological replicates.

To assess whether *HOXB13* expression patterns in the anterior-posterior direction extend beyond the skin, we examined mRNA levels in the distal colon and rectum at three positions (Supplementary Fig. 1). In contrast to the skin, where *HOXB13* expression was both spatially regulated and genotype-dependent, expression in the distal colon and rectum was uniformly high across all sampled sites, with no significant differences between *A/A* and *D/D* genotypes. Additionally, *HOXB13* mRNA expression levels in these tissues exceeded those observed in the tail tip skin.

#### RNA-seq in tail skin samples

Given the clear anterior–posterior gradient and genotype-dependent expression of *HOXB13* observed in skin by qPCR, we performed transcriptome-wide profiling using RNA-seq to explore broader gene expression patterns along the tail in both *A/A* and *D/D* genotypes. Details of the animals and samples are provided in Supplementary Table 3. The pipeline for processing RNA-seq data is described in Materials and Methods. 

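RNA selected on oligo(dT) beads was sequenced from skin of the base, the middle and the tip of the tail of 4 A/A and 3 D/D rams of the Improved Jezersko-Solčava (IJS) breed. A is the ancestral and D the derived allele of the HOXB13 promoter, which differ by an insertion. The tails of the A/A rams were 22.5 to 27.5 cm long and those of the D/D rams 31.5 to 41.4 cm, so that the tip lay farther from the base in every D/D ram. The methods of the paper name 3 A/A rams for RNA-seq, whereas its Supplementary Table 3 and the sample labels list 4, and all 4 were used here. Each ram and position had 2 libraries, except the mid-tail of the D/D ram 871869 with 1, which gave 41 libraries. The authors aligned the reads to the sheep genome ARS-UI_Ramb_v3.0 with ContextMap and counted reads per RefSeq gene with featureCounts on the strand of the transcript, and the deposited values are these whole counts for 31182 genes. Library totals ranged from 9177395 to 23431409 with a median of 14039720. Within groups they were 9996782 to 16083735 (median 12120563) at the A/A base, 9177395 to 15862060 (median 14027997) at the A/A mid-tail and 9381400 to 23431409 (median 14238129.5) at the A/A tip. In the D/D rams they were 10429322 to 19804436 (median 12446663.5) at the base, 9792057 to 20690466 (median 12915464) at the mid-tail and 10620029 to 18581064 (median 15576153) at the tip. Libraries of the same ram and position come from the same animal, so their counts were summed, which left 21 ram sums of 17132063 to 37645752 counts with the ram as the replicate. Positions were compared with edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts, with the ram as a block, and genotypes with the same test on the 7 ram sums of each position. Differentially expressed genes had a Benjamini-Hochberg adjusted p of at most 0.01 and an absolute log2 fold change over 1, while single genes are said to have risen or fallen at an adjusted p under 0.05. Positive log2 fold changes stand for higher values away from the base, or higher values in A/A where genotypes are compared. Summing the libraries, the block and the choice of test each move the number of differentially expressed genes.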

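SCUBE3, a secreted cell surface protein that binds growth factors, rose at the A/A tip by a log2 fold change of 1.63 (standard error 0.19, adjusted p = 0.00117 from edgeR) and at the D/D tip by 1.47 (standard error 0.22, adjusted p = 0.00758 from edgeR). IGF2BP2, an RNA-binding protein, was at 3.6 ± 2.32 CPM (counts scaled to the library total after TMM; SD, n = 4 rams) at the A/A tip against 20.6 ± 6.31 at the base, and at 4.27 ± 1.0 (SD, n = 3 rams) against 26.1 ± 0.92 in D/D. MATN4, a matrilin of the extracellular matrix, and CCL26, a chemokine that attracts eosinophils, also fell at both tips, CCL26 by a log2 fold change of -3.2 in A/A and -4.42 in D/D. In the A/A mid-tail, STMN2, a tubulin-binding protein of neurons, rose by a log2 fold change of 2.03 and PRG4, the joint lubricant lubricin, by 2.92, together with HOXB13, TBX3 and HOXC10. These 5 genes were all that had an adjusted p under 0.05 there. At the thresholds of an adjusted p of at most 0.01 and an absolute log2 fold change over 1, edgeR called 57 of 19444 genes at the A/A tip and 24 at the D/D tip, against 0 at the mid-tail of either genotype. Unadjusted p-values under 0.05 numbered 2799 and 2391 at the A/A and D/D tips and 1969 and 1311 at the mid-tails. The nominal number expected by chance was 972. Reassigning the A/A samples with every ram still parted gave 670 to 1561 genes at the tip and 300 to 3929 at the mid-tail. The 1969 genes at the A/A mid-tail are therefore no evidence of more than chance. Assignments that keep both samples of some rams together gave up to 5899 at the A/A tip. The assignment with 5899 parts rams 835507 and 871932 in the real way. It thus holds part of the real contrast and does not measure chance. D/D assignments gave 345 to 616 genes at the tip and 178 to 583 at the mid-tail. For the A/A and D/D mid-tail, DESeq2 on the same ram sums called 35 and 9 genes and limma-voom 1 and 0, and DESeq2 on the libraries with the ram block called 109 and 36. The number at the A/A tip fell to 13 without ram 871772 and 3 without ram 871932, and that at the D/D tip to 0 without any 1 of the 3 rams, while without the ram as a block the tips had 4 and 0.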

Differential gene expression analysis on the RNA-seq data identified 105 and 51 genes differentially expressed (absolute log2 fold-change ≥ 1, FDR < 0.01) between mid-tail and base in the *A/A* and *D/D* genotypes, respectively, and 422 and 417 differentially expressed genes between tail tip and base in the *A/A* and *D/D* genotypes, respectively. Interestingly, for the *A/A* genotype, the majority of differentially expressed genes were up-regulated in mid-tail and tail tip compared to the base, while for the *D/D* genotype, the majority were down-regulated (Fig. 7A). 

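Of the genes higher at the A/A tip, CORIN, a serine protease of the dermal papilla that activates a natriuretic peptide, was at 7.51 ± 3.09 CPM (SD, n = 4) at the tip and 0.736 ± 0.35 at the base. TNC, the matrix glycoprotein tenascin C, was at 96.3 ± 30.7 CPM against 27.6 ± 15.8, and AMELX, amelogenin of the enamel matrix, rose by a log2 fold change of 3.18 (standard error 0.48, adjusted p = 0.00371 from edgeR). LGR6, a receptor for R-spondins, rose by 1.84, the ATP-gated channel P2RX1 by 2.27 and the microtubule stabiliser MAP6 by 1.96 on the log2 scale. Among the genes lower at the A/A tip were AOC1, which degrades histamine, at 0.646 ± 0.603 CPM against 14.3 ± 7.95, the hair keratin K38 at 19.3 ± 18.2 CPM against 149.7 ± 103.9, RNASE9, and ECRG4, the precursor of augurin. Most of the genes called at the D/D tip were lower than at the base. GREB1, a cofactor of hormone receptors, was at 0.816 ± 0.42 CPM (SD, n = 3) against 7.17 ± 2.62. The metalloprotease ADAM28 fell by a log2 fold change of -2.49, the endothelial receptor CD300LG by -2.56, OMG, a glycoprotein of myelin, by -2.71, the cadherin CDH4 by -2.15 and the zinc finger gene ZNF385D by -2.04. Of the 57 genes at the A/A tip, 29 were higher and 28 lower (50.9% higher), and of the 24 at the D/D tip 3 were higher and 21 lower (12.5% higher), the 3 higher genes being HOXA13, SCUBE3 and LOC101113693, the last of them chosen after its values were seen. Of 23 wool follicle genes, 22 had negative log2 fold changes at the A/A tip, with a median of -0.75, none of them passing the test. The camera test of this list (adjusted p = 6.36e-07) gave an adjusted p = 0.528 with an estimated correlation and 0.803 without ram 835507, where the median turned to 0.02. With DESeq2 on the ram sums, 138 genes were higher and 161 lower at the A/A tip, and 36 were higher and 175 lower at the D/D tip. For the mid-tail this setting gave 23 higher and 12 lower in A/A, and 5 higher and 4 lower in D/D. DESeq2 on the libraries with the ram block gave 59 higher and 50 lower at the A/A mid-tail, and 12 higher and 24 lower in D/D.

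**Figure D1:**
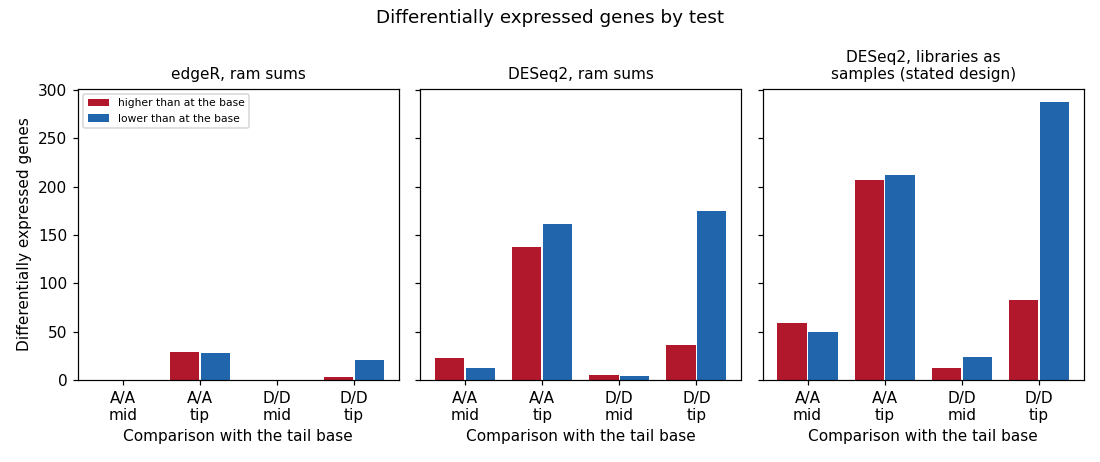
Number of differentially expressed genes (vertical axis) higher (red) and lower (blue) than at the tail base in each comparison, for edgeR on ram sums, DESeq2 on ram sums and DESeq2 on single libraries with the ram as a block. For the D/D tip the blue bar is the taller in all 3 panels (21, 175 and 287 genes), while at the A/A tip the red bar is slightly taller with edgeR (29 against 28) and slightly shorter with DESeq2.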

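HOXB13, a homeobox gene of the posterior end of the HOXB cluster, lies on chromosome 11 of ARS-UI_Ramb_v3.0 from 37525009 to 37530787. In A/A rams it was at 0.0185 ± 0.022 CPM (SD, n = 4 rams) at the tail base, 1.8 ± 1.59 at the mid-tail and 4.81 ± 1.32 at the tip. At the tip every A/A ram was above its own base, with 6.43 CPM in ram 835507, 5.26 in ram 871772, 3.44 in ram 871784 and 4.1 in ram 871932. The mid-tail values of these rams, in the same order, were 0.75, 2.12, 0.42 and 3.92 CPM, so the mid-tail lay below the tip in each of the 4. The log2 fold change was 7.72 at the tip (standard error 0.76, adjusted p = 0.000483 from edgeR), with the smallest p and the largest fold change of all genes tested. At the mid-tail it was 6.0 (standard error 0.82, adjusted p = 0.0184 from edgeR), the largest of the 5 genes with an adjusted p under 0.05, which missed the threshold of 0.01. At the base 6 of the 8 A/A libraries had no HOXB13 count and the other 2 had 1 count each. The fitted folds therefore rest on a base near 0, and the ratio of summed CPM was 255 at the tip (exact 95% interval 70.2 to 2110) and 102 at the mid-tail (27.8 to 845), intervals that cover counting error only. Their upper ends lie farther from the fitted folds than the standard errors imply. The standard errors of HOXB13 against the base thus understate its uncertainty. Without ram 871932, in which the mid-tail was almost as high as the tip, the log2 fold change at the mid-tail was 5.01.

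**Figure D2:**
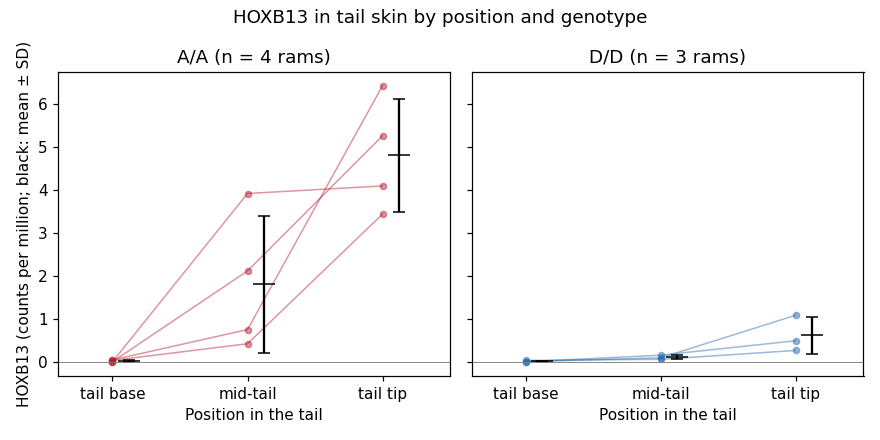
HOXB13 in CPM (vertical axis) at the tail base, mid-tail and tip, with 1 line per ram and black bars for the mean ± SD, in A/A (red, n = 4 rams) and D/D (blue, n = 3 rams). The A/A tips lie between 3.44 and 6.43 CPM, all above the D/D tips, which lie between 0.264 and 1.09.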

Notably, the most up-regulated gene in the *A/A* genotype in both mid-tail and tip compared to tail base was *HOXB13*, and its expression increased from tail base to mid-tail to tip (Fig. 7B, Supplementary Fig. 2 A). In contrast, *HOXB13* was not up-regulated in the mid-tail for the *D/D* genotype (Supplementary Fig. 2B) and was less up-regulated in the tail tip (log2 fold-change 4.85, Supplementary Fig. 2 C) than even for the mid-tail in *A/A* (log2 fold-change 6.46). These RNA-seq results are fully consistent with our qPCR findings (Fig. 6), confirming both the spatial expression pattern of *HOXB13* in skin tissue and the differences between genotypes.

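In D/D rams HOXB13 was at 0.0103 ± 0.0178 CPM (SD, n = 3 rams) at the base, 0.102 ± 0.0486 at the mid-tail and 0.613 ± 0.425 at the tip. The tips of rams 871787, 871868 and 871869 had 25, 17 and 7 counts, and the mid-tails 2, 5 and 1. From base to tip the log2 fold change was 5.08 (standard error 1.1), which did not pass the test (adjusted p = 0.0508 from edgeR) although all 3 rams were higher at the tip. DESeq2 on the same ram sums gave 5.4 with an adjusted p = 0.00422. At the mid-tail the log2 fold change was 2.75 (standard error 1.5, adjusted p = 0.756 from edgeR). Counts this low leave wide counting intervals, with a ratio of summed CPM to the base, which had a single count, of 46.3 (exact 95% interval 7.94 to 1870) at the tip and 9.51 (1.27 to 422) at the mid-tail. Here too the upper ends lie farther out than the standard errors imply. The standard errors understate the uncertainty, also for the difference between genotypes, which rests on the same base counts. The difference of the change between D/D and A/A, tested as an interaction, was -2.64 (standard error 0.87) at the tip and -3.25 (standard error 0.89) at the mid-tail on the log2 scale, and neither passed the adjustment over all genes.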

**Fig. 7:**
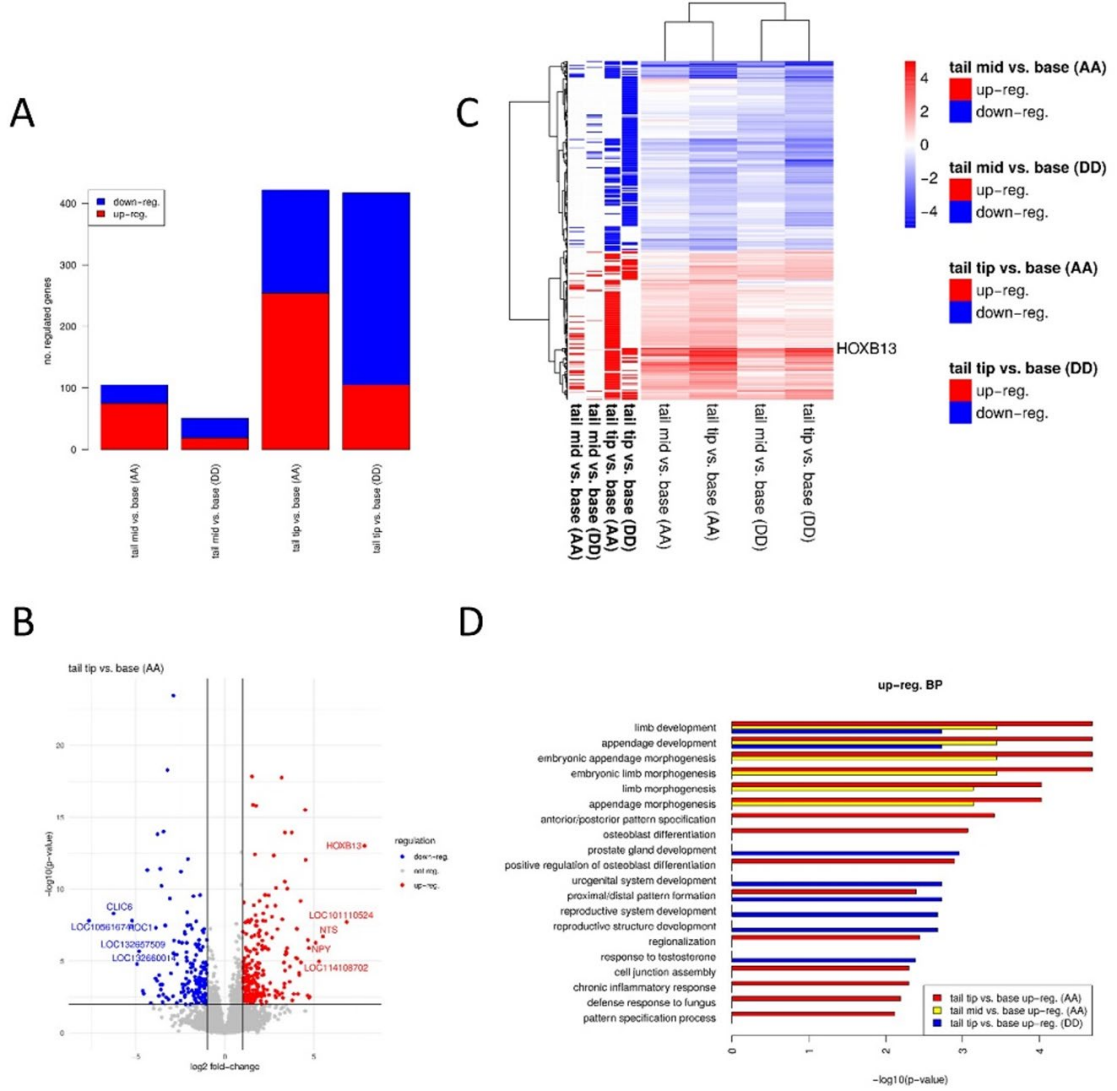
RNA-seq analysis of positional and genotypic effects in sheep tail skin. **(A)** Number of genes up- (red) and down-regulated (blue) for the comparison of mid-tail and tail tip for *A/A* and *D/D*. **(B)** Volcano plot showing log2 fold-changes and multiple testing adjusted *P*-values for the comparison of tail tip vs. base for *A/A*. Genes not significantly differentially expressed (*P*-value > 0.01 and absolute log2 fold-changes < 1) are indicated in gray. The ten most differentially regulated genes are indicated by name. **(C)** Heatmap showing log2 fold-changes in mid-tail and tip vs. base for *A/A* and *D/D* for genes differentially expressed at least once (the four right-most columns). The four columns on the left indicate whether that gene is significantly up- or down-regulated in the respective comparison. Heatmap rows and columns were clustered hierarchically using Ward’s clustering. **(D)** Functional enrichment analysis of Gene Ontology (GO) biological process (BP) terms for up-regulated genes, showing significantly enriched developmental and patterning-related processes in *A/A* and *D/D* genotypes across tail regions. Bars represent −log10(P-values).

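CLIC6, a protein of the chloride intracellular channel family, fell at the A/A tip, where it had 1 count in the 4 rams against 185 at the base. The ratio of summed CPM, base over tip, was 213 (exact 95% interval 37.8 to 8470, counting error only), and the adjusted p from edgeR was the same as that of HOXB13. The neuropeptides NTS and NPY had log2 fold changes of 3.79 (standard error 0.97, adjusted p = 0.0613 from edgeR) and 3.46 (standard error 1.0, adjusted p = 0.102 from edgeR), and NTS was higher at the tip in 4 of 4 and NPY in 3 of 4 rams. AOC1 fell by 4.77 (standard error 0.81, adjusted p = 0.00856 from edgeR).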

There was no significant difference in *HOXB13* expression between *A/A* and *D/D* at the tail base, but *HOXB13* was up-regulated at both mid-tail and tip in *A/A* compared to *D/D*. However, due to the increase in *HOXB13* expression along the tail in both *A/A* and *D/D* and the increased distance from the base to mid tail and tip for the *D/D* compared to the *A/A* genotype, these locations cannot be directly compared between genotypes. 

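At the tail tip HOXB13 was higher in each of the 4 A/A rams than in each of the 3 D/D rams, with a difference of 2.29 in mean log2 CPM (two-sided exact permutation test, p = 0.0286, the smallest that 4 rams against 3 allow). At the mid-tail the difference was 1.67 and the exact permutation test gave p = 0.0571, and at the base, where 11 of 14 libraries had no count, it gave p = 0.657. In edgeR the log2 fold change of A/A over D/D was 3.05 at the tip (standard error 0.51, unadjusted p = 0.000331, adjusted p = 0.458) and 4.03 at the mid-tail (standard error 0.9, adjusted p = 0.848). These values did not pass the adjustment over 17842 and 17996 genes, and HOXB13 had too few counts at the base to be tested. DESeq2 on the same sums gave 3.05 at the tip (adjusted p = 2.87e-06) and 4.11 at the mid-tail (adjusted p = 0.00663), and edgeR on single libraries 3.08 at the tip (adjusted p = 0.0045) and 4.0 at the mid-tail (adjusted p = 0.182). The 9 genes tested from the stretch beside HOXB13, among them HOXB9, HOXB8 and UBE2Z, gave a camera adjusted p = 0.855 for A/A against D/D at the tip, and none of them passed the test.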

We thus focused only on changes relative to the tail base, separately for each genotype. Nevertheless, it should be noted that at the tail base, where the comparison between *A/A* and *D/D* is possible, there were only 62 genes being differentially expressed, of which 61% were up-regulated in *A/A* (Supplementary Fig. 3 A).

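At the tail base, no gene reached the thresholds in edgeR between 4 A/A and 3 D/D rams among 17738 genes tested. The smallest p-values included that of SCD, the desaturase that makes monounsaturated fatty acids, which had a log2 fold change of 2.37 (standard error 0.44, unadjusted p = 0.000324, adjusted p = 1.0 from edgeR) and 412.7 ± 226.5 CPM in A/A against 81.7 ± 31.3 in D/D. SCD belongs to a list of 22 genes of fatty acid synthesis and elongation, of which 18 had positive and 4 negative log2 fold changes (median 0.18, camera adjusted p = 0.00155). The adjusted p for this list was 0.509 with an estimated correlation, 0 genes of it passed the test over all genes and 1 was higher when adjusted over the list alone. Without ram 871869 the camera adjusted p of the list was 0.103. Of the posterior HOX genes of paralog groups 10 to 13, 9 were tested at the base and 8 had lower values in A/A (camera adjusted p = 0.0152, adjusted p = 0.509 with an estimated correlation). The camera adjusted p of these genes was 0.111, 0.171, 0.116 and 0.153 without ram 871784, 871868, 871869 or 871932. Unadjusted p-values under 0.05 were found for 567 genes, where 887 are expected by chance, and limma-voom called 0 genes and DESeq2 on the ram sums 7. With the libraries as separate samples and the design that the paper states, DESeq2 called 56 genes, 35 of them higher in A/A. In simulated data of these depths edgeR recovered 50.7% of genes changed by a log2 fold change of 2 in this comparison and 0% of those changed by 1. These shares hold for the simulated genes, and do not show that few real differences of this size exist.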

Figure 7C shows a heatmap with log2 fold-changes for all differentially expressed genes in mid-tail and tip compared to base for *A/A* and *D/D*, and Supplementary Fig. 3 A shows the overlap between differentially expressed genes for each comparison. This shows that genes up- or down-regulated in any condition never showed the opposite direction of regulation; however, gene expression changes between different genotypes were less similar than those between the tail tip and mid-tail within the same genotype. Furthermore, consistent with the larger number of down-regulated genes in *D/D*, down-regulated genes in *A/A* were also more frequently down-regulated in *D/D*. 

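HOXA13 and SCUBE3 rose and CCL26, MATN4, OMG, IGF2BP2, SCARA5 and ZNF385D fell at the tips of both genotypes, and none of the genes called at both tips had opposite directions. Of all 19444 genes, 104 were higher at an unadjusted p under 0.01 at both tips and 177 were lower at both, while 4 had opposite directions, where 2.35 are expected from simulated unchanged data. Across genes, which are not independent replicates, log2 fold changes of the A/A tip and the A/A mid-tail had a correlation of 0.743, those of the D/D tip and mid-tail 0.684 and those of the A/A and D/D tips 0.448. The tip and mid-tail of a genotype are compared with the same base libraries, and simulated unchanged data gave a correlation of 0.505 in A/A and 0.491 in D/D from this alone. The covariance above its simulated value was 0.127 for the tip and mid-tail in A/A and 0.122 in D/D, against 0.142 for the tips of the different genotypes, which share no library. For the mid-tails of the different genotypes, which share no library either, it was 0.0521, with a correlation of 0.235. The values between genotypes thus lay above those within a genotype at the tip and below them at the mid-tail. A covariance also grows with the size of the changes. When the A/A base rams were divided so that the tip and mid-tail had no base ram in common, the correlation was 0.252 on average over 6 divisions (range 0.0724 to 0.371), against 0.696 with the same rams on both sides.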

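The genes lower at both tips included CCL26, MATN4 and IGF2BP2, and SCARA5, a receptor for ferritin, which had a log2 fold change of -1.69 at the A/A tip and -2.0 at the D/D tip. Of the 28 genes down-regulated at the A/A tip, 9 were also down-regulated at the D/D tip (32.1%), and these 9 were 42.9% of the 21 genes down-regulated in D/D. Independent lists of these sizes would share 0.0302 genes. All 28 had a negative log2 fold change in D/D, and for 10 of them the fold change was larger in D/D than in A/A. At an unadjusted p under 0.01, 30.5% of 580 genes lower at the A/A tip were lower at the D/D tip. The share of 32.1% was 15.4% with limma-voom and 38.5% with DESeq2 on the ram sums, and 42.9% with DESeq2 on the libraries with the ram block.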

Vice versa, up-regulated genes in *D/D* were to a large degree also up-regulated in *A/A*, while the opposite was not the case. Moreover, the vast majority of genes (74–87%) that were differentially expressed at the mid-tail were also differentially expressed at the tail tip for the same genotype, with absolute log2 fold-changes generally increasing from mid-tail to tip.

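HOXA13 and SCUBE3 were called up-regulated at both tips, and the third gene up-regulated at the D/D tip, LOC101113693, had a log2 fold change of 2.04 there and 1.5 at the A/A tip (adjusted p = 0.0173 from edgeR). They make 2 of 3 genes up-regulated in D/D (66.7%) and 2 of 29 up-regulated in A/A (6.9%), where independent lists would share 0.00447 genes. Genes called in A/A alone, such as PRG4, CORIN, TNC and LGR6, had a positive log2 fold change in D/D too, as did all 29 genes, but with 3 genes on the D/D side the shares rest on few genes. At an unadjusted p under 0.01, 36.6% of 284 genes higher at the D/D tip were higher in A/A, and 18.5% of 563 genes higher at the A/A tip were higher in D/D. With each genotype fitted on its own, the share of the A/A genes was 33.3% and that of the D/D genes 4.88%. With DESeq2 on the ram sums these were 15.9% and 61.1%.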

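All 5 genes that rose at the A/A mid-tail at an adjusted p under 0.05, STMN2, HOXB13, TBX3, PRG4 and HOXC10, were also called at the A/A tip. PRG4 was at 105 ± 51.6 CPM (SD, n = 4) at the tip and 8.21 ± 2.02 at the base, and its log2 fold change of 3.55 at the tip was above that at the mid-tail, whereas that of STMN2 was 1.79 at the tip and below it. At an unadjusted p under 0.01, 63.5% of 326 genes higher and 63.1% of 252 genes lower at the A/A mid-tail had the same direction at the tip, and in D/D 53.3% of 122 higher and 66.2% of 198 lower genes. The 207 genes higher at both A/A positions compare with 9.44 for independent lists and 13.2 for unchanged data with the same base libraries, and part of this excess may come from the base libraries that both comparisons use. No gene was called at the mid-tail by edgeR on the ram sums at the thresholds for differential expression, so that no share of called genes can be given. With DESeq2 on the libraries and the stated design, 81.7% of 109 genes called at the A/A mid-tail and 69.4% of 36 at the D/D mid-tail were called at the tip, and the fold change was larger at the tip for 68 and 18 of them.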

Functional enrichment analysis for biological processes from the Gene Ontology (GO) found (embryonic) limb/appendage development as the most significantly enriched term for up-regulated genes in *A/A* in both tail tip and mid-tail compared to base (Fig. 7D). In contrast, this was only significantly enriched in *D/D* for genes up-regulated in the tail tip. 

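TBX3, a T-box factor that patterns the limb bud, rose at both positions of the A/A tail, from 7.47 ± 2.15 CPM (SD, n = 4) at the base to 18.0 ± 3.78 at the tip, with a log2 fold change of 1.3 (standard error 0.17, adjusted p = 0.00176 from edgeR). TWIST1, a mesenchymal transcription factor of limb outgrowth, rose at the tip by 0.97 and TBX4, the T-box factor of the hind limb, by 1.94 on the log2 scale. SP9, a zinc finger factor of the limb ectoderm, and the signal SHH fell there. Of 50 genes of limb and appendage development listed here, 44 were tested, and at the A/A tip 3 rose, 2 fell and 39 did not pass the test (10 rose and 10 fell when adjusted over the list alone). TBX3 alone rose at the A/A mid-tail and none fell (4 rose when adjusted over the list alone). The camera test of the list gave an adjusted p = 0.231 at the tip, and at the mid-tail an upward shift with an adjusted p = 0.00517, which was 0.264 with an estimated correlation and 0.241 without ram 871772. Among the 29 genes up-regulated at the A/A tip, TBX3 alone was on the list (one-sided Fisher's exact test, adjusted p = 0.309). HOXA10, HOXA13, HOXB13, HOXC10 and HOXC11, also among the 29, are not on it and were tested in a HOX list (one-sided Fisher's exact test, adjusted p = 4.37e-11). The list of limb and appendage development stands beside the Gene Ontology term, whose annotation was not used here. Its values thus do not test the enrichment that the paper reports.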

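In D/D rams no member of the list of limb and appendage development rose. SP9 fell at the D/D tip, and 43 of 44 members did not pass the test there (2 rose and 6 fell when adjusted over the list alone), while at the D/D mid-tail 0 rose and 0 fell (1 rose when adjusted over the list alone). TBX3 had a log2 fold change of 0.82 at the D/D tip (standard error 0.19, adjusted p = 0.0665 from edgeR) and 0.93 at the mid-tail (adjusted p = 0.297). The camera test of the list gave an adjusted p = 0.582 at the tip and 0.398 at the mid-tail. None of the 3 genes up-regulated at the D/D tip was on the list (one-sided Fisher's exact test, p = 1.0), but HOXA13, 1 of the 3, is a regulator of distal limb and is held in the HOX lists here.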

Interestingly, proximal/distal pattern formation was enriched in genes up-regulated in the tail tip for both *A/A* and *D/D*, but not those up-regulated in the mid-tail. 

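HOX genes of paralog groups 10 to 13, which set the distal and posterior pattern of limbs and trunk, were tested as a list. Of 10 tested at the A/A tip, HOXA10, HOXA11, HOXA13, HOXB13, HOXC10 and 1 other, HOXC11, rose and none fell (6 rose and 1 fell when adjusted over the list alone, the latter HOXC13 with a log2 fold change of -0.7). The camera test gave an adjusted p = 1.1e-14, which was 0.00762 with an estimated correlation. Those that rose at the D/D tip were 3, HOXA10, HOXA13 and HOXC10, while none fell (5 rose when adjusted over the list alone, camera adjusted p = 3.11e-08 and 0.0388 with an estimated correlation). HOXB13 and HOXC10 rose at the A/A mid-tail (6 rose and 1 fell when adjusted over the list alone), with an adjusted p = 1.51e-08 from camera, but 0.0659 with an estimated correlation, and at the D/D mid-tail none did (2 when adjusted over the list alone), with an adjusted p = 2.95e-05 and 0.141 with an estimated correlation. They made 5 of the 29 genes up-regulated at the A/A tip (one-sided Fisher's exact test, adjusted p = 4.37e-11) and 1 of 3 at the D/D tip (adjusted p = 0.0175). The value at the D/D tip rests on HOXA13 alone. Leaving out any D/D ram left no gene called there, and with limma-voom no list member was up there. The difference of the tip change between the genotypes did not pass for this list (camera adjusted p = 0.425).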

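HOXA13, which is needed for the genital tubercle and the urogenital tract, rose at the D/D tip, and FKBP5, a target of the androgen receptor, fell at the A/A tip by a log2 fold change of -1.83. Of 24 urogenital and androgen response genes listed here, 20 were tested, and at the D/D tip HOXA13 alone rose and none fell (2 rose and 1 fell when adjusted over the list alone). In A/A rams HOXA13 and HOXB13 rose and FKBP5 and SHH fell at the tip (3 rose and 5 fell when adjusted over the list alone). The camera test gave an adjusted p = 0.51 at the D/D tip and 0.706 at the A/A tip, where the medians were -0.31 and -0.09. Among up-regulated genes, the list held 1 of 3 in D/D (one-sided Fisher's exact test, adjusted p = 0.0262) and 2 of 29 in A/A (adjusted p = 0.00341). HOX genes are thus the only members among the up-regulated genes of either tip.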

While no biological process was enriched in genes up-regulated in *D/D* in mid-tail compared to base, prostate gland and urogenital system development were enriched among genes up-regulated at the tail tip in *D/D*. The only biological process enriched among down-regulated genes at the tail tip in *D/D* was fatty acid metabolic process.

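TNXB, the matrix protein tenascin XB, which the paper names among genes of fatty acid metabolism, was at 28.5 ± 3.46 CPM (SD, n = 3) at the D/D tip against 173 ± 50.2 at the base. The adipokine ADIPOQ had 33.0 ± 22.2 CPM against 263 ± 108 without passing the test (adjusted p = 0.0743 from edgeR). Of 16 genes of fatty acid metabolism that the paper names, 6 fell at the D/D tip and none rose (16 fell when adjusted over the list alone), and at the A/A tip 3 fell (6 when adjusted over the list alone). The paper chose this list on these samples, so it is not independent evidence of its direction. Its camera test gave an adjusted p = 2.16e-27 at the D/D tip (0.00498 with an estimated correlation) and 1.59e-07 at the A/A tip (0.108 with an estimated correlation). Lists fixed independently of the samples gave other values, since 0 of 22 genes of fatty acid synthesis and elongation and 0 of 22 of beta-oxidation passed the test at the D/D tip, with medians of 0.18 and 0.03 (0 and 1 fell when adjusted over the list alone). Of 17 adipocyte markers, 1 fell at the D/D tip and none rose (1 rose and 8 fell when adjusted over the list alone, camera adjusted p = 4.63e-05, 0.258 with an estimated correlation). Of 11 Schwann cell markers 2 fell there, among them MBP (0.0771 with an estimated correlation), and of 19 immune cell markers 1, CSF1R (0.0901 with an estimated correlation), where the camera adjusted p was 6.13e-06 and 2.4e-08. Of the 21 down-regulated genes, ACSM1 alone was on the list of the paper (one-sided Fisher's exact test, adjusted p = 0.194).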

#### Validation of RNA-seq expression profiles using TaqMan qPCR in skin

To validate the RNA-seq findings, we selected a subset of genes (*HOXB13*, *SP8*,* ALOX15*,* LOXL4*,* AGT*,* HOXA13*,* ACSM2B*) for verification using TaqMan qPCR assays. These genes were selected based on their differential expression across tail regions, particularly those showing opposite expression trends between the tail base, mid-tail, and tail tip. 

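LOXL4, an oxidase that crosslinks collagen, fell at both tips, and ALOX15, a lipoxygenase of fatty acids, fell at the D/D tip, while HOXA13 rose at both and HOXB13 at the A/A tip. ACSM2B, a ligase that activates medium-chain fatty acids, fell at both tips, and the transcription factor SP8 and AGT, the precursor of angiotensin, did not pass the test at either. Of the 7 genes, 2 rose and 2 fell at the A/A tip and 1 rose and 3 fell at the D/D tip over all genes tested (3 rose and 4 fell at each when adjusted over the list alone). The genes were selected by the paper on these samples, so this is not independent evidence of their direction. On ARS-UI_Ramb_v3.0 the genes lie on 5 chromosomes, with HOXA13 on chromosome 4 from 70422486 to 70435575, SP8 on chromosome 4 from 30451793 to 30456308 and ALOX15 on chromosome 11 from 26580675 to 26589357. LOXL4 is on chromosome 22 from 19167283 to 19191616, ACSM2B on chromosome 24 from 18630445 to 18681233 and AGT on chromosome 25 from 44655064 to 44666620. Ram 835507 had 52.5 CPM of ACSM2B at the base, and the other A/A rams at most 1.08.

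**Figure D3:**
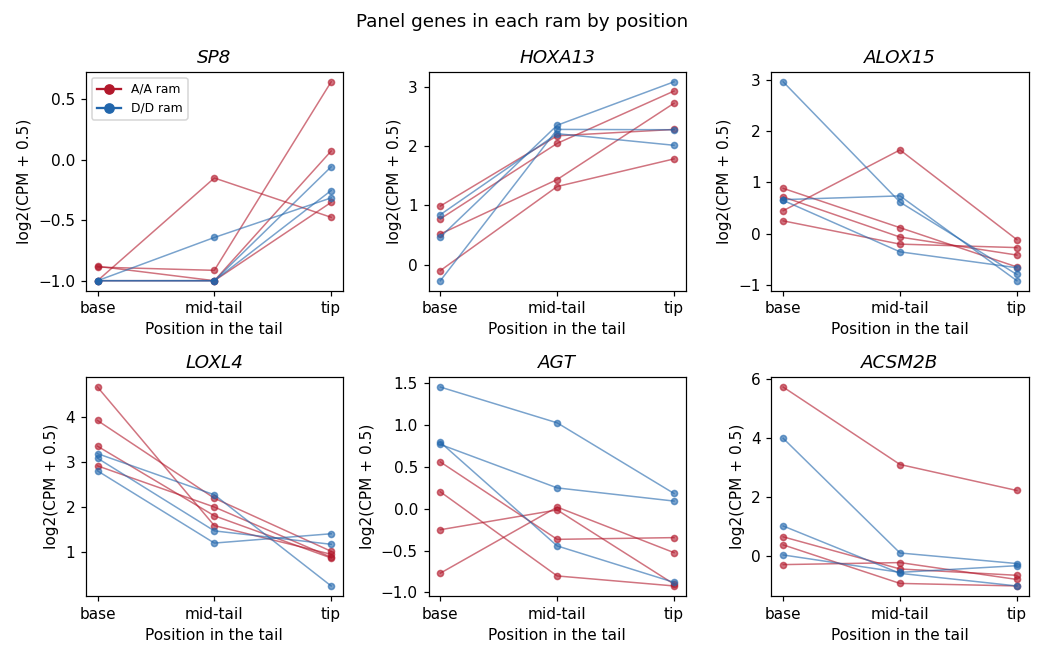
Expression of 6 panel genes on the log2(CPM + 0.5) scale (vertical axes) at the tail base, mid-tail and tip, with 1 line per ram (A/A red, n = 4; D/D blue, n = 3). In all 7 rams the tip is above the base for SP8 and HOXA13 and below it for ALOX15, LOXL4 and ACSM2B.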

Consistent with RNA-seq results in skin, *HOXB13* expression was verified by TaqMan qPCR in skin (Fig. 8). Other selected genes in this validation panel, i.e., *SP8*,* ALOX15*,* LOXL4*,* AGT*,* HOXA13*,* ACSM2B*, also showed the same expression pattern in the TaqMan qPCR validation assay in skin samples as was detected previously in RNA-seq analyses, confirming the validity of the RNA-seq results. The corresponding *P*-values for each spatial and genotype comparison are provided in Supplementary Table 5, highlighting which differences were significant.

**Fig. 8:**
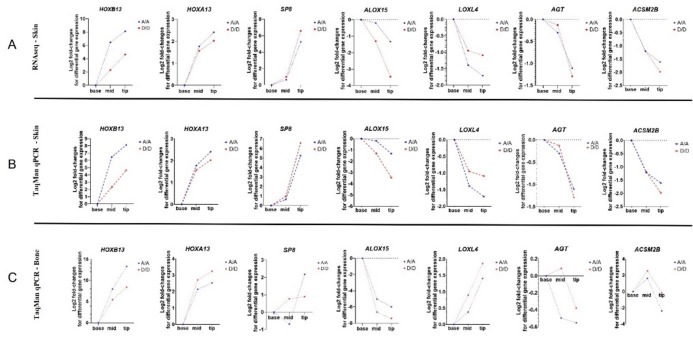
Validation of RNA-seq–derived gene expression patterns in tail skin using TaqMan qPCR. **(A)** RNA-seq log2 fold-change values for selected differentially expressed genes (*HOXB13*,* SP8*,* ALOX15*,* LOXL4*,* AGT*,* HOXA13*,* ACSM2B*) across three anatomical positions (tail base, mid-tail, tail tip) in rams with *A/A* and *D/D HOXB13* genotypes. **(B)** TaqMan qPCR validation of gene expression profiles in tail skin for the same gene set and anatomical locations. Expression changes relative to the tail base are shown as log2 fold-changes. **(C)** TaqMan qPCR analysis of the same genes in tail bone tissue at the same anatomical positions. Patterns observed in bone samples closely mirrored those found in skin, especially for *HOXB13*,* HOXA13*, and *ALOX15*. For all panels, mean expression changes are shown separately for *A/A* and *D/D* genotypes. Genes identified as up- or down-regulated in the RNA-seq data displayed concordant expression trends in qPCR validations.

#### Spatial expression of *HOXB13* and candidate genes in tail bone tissue mirrors skin RNA-seq results

To examine whether the expression of *HOXB13* and other selected differentially expressed genes from the RNA-seq analyses in skin also follows a similar spatial pattern in adult bone tissue at equivalent positions along the tail, TaqMan qPCR was performed on adult tail bone samples. The results showed the same *HOXB13* expression pattern (Fig. 8C) as observed in skin, with significant up-regulation from the tail base to mid-tail and tail-tip, and the strongest expression increase observed in the *A/A* genotype. Among the genes tested, *HOXA13* showed a spatial expression pattern similar to that of *HOXB13*, consistent with their shared role in posterior patterning. Other genes, such as *SP8*, *ALOX15*, and *LOXL4*, also showed positional changes in expression in the bone samples.

Statistical analysis of expression profiles across tissue types confirmed consistent and genotype-dependent spatial regulation of several candidate genes (Supplementary Table 5). 

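Over the 7 rams, HOXB13 was higher at the tip than at the base in every ram, with a mean difference of 2.35 in log2(CPM + 0.5) (two-sided exact permutation test within rams, p = 0.0156, the smallest that 7 rams allow). At the mid-tail it was also higher in every ram, by 1.18 on this scale, where the added 0.5 CPM understates the change of a gene so low at the base. Within a genotype the exact permutation test cannot go below 0.125 with 4 A/A rams and 0.25 with 3 D/D rams, and both were at that limit at the tip. Skin alone is described here.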

*HOXB13* showed highly significant up-regulation from tail base to tail tip in both genotypes and in all three datasets (RNA-seq, TaqMan skin, and bone), with the strongest effect observed in the *A/A* genotype. *HOXA13* also demonstrated a consistent increase from base to tip in both skin and bone, with significantly higher expression in *A/A* compared to *D/D* animals. 

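HOXA13, a homeobox gene of the distal limb and genital tubercle, rose from base to tip in both genotypes. It was at 5.13 ± 1.85 CPM (SD, n = 4) at the A/A tip against 1.01 ± 0.449 at the base, and at 5.29 ± 2.37 (SD, n = 3) against 0.834 ± 0.484 in D/D. The log2 fold change was 2.39 in A/A (standard error 0.33, adjusted p = 0.00284 from edgeR) and 2.6 in D/D (standard error 0.39, adjusted p = 0.00758 from edgeR). At the mid-tail it was 1.61 in A/A (adjusted p = 0.127 from edgeR) and 2.41 in D/D (adjusted p = 0.135 from edgeR). Between genotypes, the log2 fold change of A/A over D/D was 0.02 at the tip (adjusted p = 0.983 from edgeR) and -0.54 at the mid-tail (adjusted p = 0.859 from edgeR), and the two-sided exact permutation test gave p = 0.971 at the tip, 0.114 at the mid-tail and 0.6 at the base.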

Other genes, including *SP8*, *ALOX15*, and *LOXL4*, showed significant spatial up-regulation in at least one dataset, particularly in *A/A* individuals. 

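LOXL4 was lower at the tip in both genotypes, at 1.39 ± 0.0901 CPM (SD, n = 4) against 13.98 ± 7.82 at the base in A/A and at 1.52 ± 0.752 (SD, n = 3) against 7.63 ± 1.08 in D/D. Its log2 fold change was -3.23 in A/A (standard error 0.4, adjusted p = 0.00174 from edgeR) and -2.31 in D/D (standard error 0.45, adjusted p = 0.0336 from edgeR). ALOX15 was lower at the D/D tip, with a log2 fold change of -5.07 (standard error 0.86, adjusted p = 0.0158 from edgeR), and had -1.97 at the A/A tip (adjusted p = 0.131 from edgeR), with 0.284 ± 0.121 CPM against 1.01 ± 0.292. SP8, a zinc finger factor of limb outgrowth, had 59 counts at the A/A tip and 2 at the base, a ratio of summed CPM of 25.6 (exact 95% interval 6.78 to 216), and 32 counts at the D/D tip against 0, at least 10.1-fold higher with a floor of 3 counts over the group. Neither passed the test over all genes (adjusted p = 0.0915 in A/A and 0.146 in D/D from edgeR). Over the 7 rams SP8 was higher and ALOX15 and LOXL4 were lower at the tip in every ram, by mean differences of 0.86, -1.49 and -2.48 in log2(CPM + 0.5), each at the limit of the exact permutation test. At the mid-tail LOXL4 alone of the 3 was at this limit, with a difference of -1.63, and the exact permutation test gave p = 0.5 for SP8 and 0.219 for ALOX15.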

Notably, *ACSM2B* was up-regulated in the tail tip in RNA-seq and TaqMan skin data but showed limited consistency in bone. In contrast, *AGT* exhibited weaker or inconsistent spatial patterns and no genotype-dependent expression. 

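ACSM2B was lower at the tail tip than at the base in all 7 rams. Its log2 fold change was -3.42 at the A/A tip (standard error 0.66, adjusted p = 0.0176 from edgeR) and -4.31 at the D/D tip (standard error 0.8, adjusted p = 0.0281 from edgeR). The level varied between rams, with 1.1 ± 2.06 CPM (SD, n = 4) at the A/A tip against 13.69 ± 25.9 at the base, where ram 835507 held most of it, and 0.217 ± 0.189 (SD, n = 3) against 5.84 ± 8.33 in D/D. The mean difference over the 7 rams was -1.9 in log2(CPM + 0.5) at the tip and -1.57 at the mid-tail (two-sided exact permutation test, p = 0.0312 at the mid-tail).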

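AGT was low in skin, at 0.136 ± 0.127 CPM (SD, n = 4) at the A/A tip against 0.512 ± 0.384 at the base, and at 0.414 ± 0.323 (SD, n = 3) against 1.56 ± 0.588 in D/D. The log2 fold change was -1.96 in A/A (standard error 0.77, adjusted p = 0.241 from edgeR) and -2.11 in D/D (standard error 0.73, adjusted p = 0.214 from edgeR). Over the 7 rams the mean of tip minus base was -0.86 in log2(CPM + 0.5) (two-sided exact permutation test, p = 0.0312), and the mid-tail gave p = 0.172. Between the genotypes the exact permutation test gave p = 0.0571 at the base, 0.286 at the mid-tail and 0.2 at the tip.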

Across all comparisons, expression differences between genotypes at the tail base were generally not significant, while significant differences were more often observed at the mid-tail and tail tip positions, especially for *HOXB13* and *HOXA13*, highlighting their likely role in tail-tip regionalization.

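At the tail base none of the 5 panel genes tested between genotypes passed the test, and none did at the mid-tail or the tip. The exact permutation test at the tip gave p = 0.0571 for ALOX15, 0.686 for SP8, 1.0 for LOXL4 and 0.943 for ACSM2B, while that for HOXB13 was the smallest the design allows. LOXL4 had a log2 fold change of 0.89 at the base. Unadjusted p-values under 0.05 over all genes rose from the base to 1014 at the mid-tail and 1824 at the tip. Nominally 900 and 892 are expected by chance, and 705 and 1145 of those found were higher in A/A. Reassigning the genotypes among the rams gave 181 to 3803 genes at the mid-tail and 207 to 2393 at the tip. Both real counts lie within these ranges, so the rise is no evidence of a genotype difference. At the same thresholds edgeR and limma-voom on the ram sums called 0 genes at the mid-tail and tip. DESeq2 on the ram sums called 12 and 22, and edgeR on single libraries 0 and 2. With the libraries as separate samples and the design that the paper states, DESeq2 called 340 and 646. This design pairs rams of the genotypes by number. The A/A ram without a D/D ram of its number adds nothing to the genotype contrast. Without ram 871772 the design called 331 and 627. Without ram 835507, a setting added after the values were seen, that design called 156 and 105. All 18 immune cell markers tested at the tip were higher in A/A, with a median of 0.88 (0.52 without ram 871869), and none passed the test (camera adjusted p = 5.38e-07, 0.941 with an estimated correlation).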

## Discussion

Our study suggests that variation in the *HOXB13* genotype is associated with tail length in IJS rams, primarily through differences in caudal vertebral number. Throughout this study, we use the term ‘retention’ to describe the presence of spatially patterned developmental gene expression in adult tissues, without implying continuous embryonic activity or excluding the possibility of postnatal reactivation. Rams homozygous for the derived allele (*D/D*) displayed significantly longer tails than their *A/A* counterparts, a difference supported by both morphometric measurements and radiographic imaging. Our LSM analyses indicate an approximately additive inheritance pattern, although the tail length of heterozygous animals is more skewed towards the phenotype of ancestral homozygote animals. This intermediate yet *A/A*-shifted phenotypic placement of heterozygotes suggests partial dominance of the ancestral allele and is consistent with a predominantly dosage-dependent effect of *HOXB13*. In this context, a single copy of the derived allele appears insufficient to fully recapitulate the elongated-tail phenotype observed in *D/D* animals, supporting a gradual additive phenotypic effect with allele copy number rather than a dominant or recessive mode of action.

Importantly, this elongation was not due to increased vertebral size but rather to a higher number of caudal vertebrae. These findings are consistent with recent studies in other sheep breeds that identified *HOXB13* as a major gene controlling tail length variation^9,13,14,40^. Collectively, these data support the hypothesis that variation in *HOXB13* contributes to differences in tail morphology among ovine breeds.

Body size can be roughly estimated by measuring correlated traits, such as wither height or body weight. Therefore, these measures are partly autocorrelated. The tail length showed a strong positive association with wither height, confirming that general body size contributes to variation in tail traits^24^. This association, or rather partial autocorrelation, has not been widely or systematically reported in the literature examining tail length variation, which warrants further investigation in other breeds and populations to use wither height as a covariate in statistical analyses. In our case, namely, when corrected for this covariate, *HOXB13* genotype still remained the most significant explanatory factor for tail length variation. In contrast, among other skeletal traits assessed, neither sacral nor lumbar vertebrae numbers nor lengths were significantly associated with genotype, further pinpointing the caudal region as the main site of *HOXB13*-mediated phenotypic divergence.

X-ray examinations revealed that the increased tail length in *D/D* rams was due to a higher number of caudal vertebrae rather than elongation of individual vertebrae. This finding is consistent with the known role of *HOX* genes in regulating posterior axial segmentation during embryogenesis^41,42^. In vertebrates, variation in vertebral number is determined during embryonic somitogenesis and does not arise postnatally; instead, it is classically explained by altered segmentation dynamics, including prolonged axial elongation or increased somite number, as demonstrated in multiple *Hox* mutant models^43,44^. Accordingly, the long- *versus* short-tailed phenotypes observed here are most parsimoniously interpreted as reflecting differences in developmental patterning during embryogenesis, rather than regulatory processes acting in adult tissues. Interestingly, vertebral malformations, such as block vertebrae or wedged vertebrae, were also observed but in both genotypes and did not correlate with tail length or genotype, indicating these are likely non-genetic or stochastic developmental anomalies. These findings emphasize that *HOXB13*-associated tail length variation is linked to differences in caudal vertebral number, while it does not appear to influence vertebral structural or patterning defects. This is in line with the growing body of work associating *HOX*gene variants to morphological diversity in domesticated animals^9,10,14,17^.

Our study demonstrates a clear anterior–posterior gradient of *HOXB13* mRNA expression in adult ram skin, characterized by minimal to undetectable expression from the mid-cervical through mid-thoracic, mid-lumbar, and tail base, followed by a sharp increase toward the distal tip of the tail. The pattern in the tail was also replicated in the adult ram bone tissue. To our knowledge, this is the first report demonstrating that *HOXB13* RNA expression in adult tail skin and bone follows an anterior–posterior pattern similar to that observed during embryogenesis^6,42,45^. This spatial expression pattern, peaking at the tail tip, aligns with the gene’s known role in posterior axis regulation. Moreover, the significantly higher *HOXB13* expression in short-tailed animals (*A/A* genotype) compared to long-tailed rams (*D/D* genotype) in the mid- and distal tail regions suggests that *HOXB13* activity remains transcriptionally relevant in adult tail-tip skin and bone tissues and may contribute to retention or reflection tail length phenotypes in a genotype-dependent manner. While this study was conducted in the Improved Jezersko–Solčava breed, the findings are likely relevant to sheep (genus *Ovis*) more broadly. This inference is supported by several lines of evidence: (i) both the ancestral and derived *HOXB13* variants have been associated with tail length variation across diverse domestic sheep breeds throughout Eurasia¹³; (ii) tail length is a highly heritable trait in sheep that reflects overall skeletal size, as well as the size and number of caudal vertebrae. Wild sheep are typically short-tailed with 11–14 caudal vertebrae; northern short-tailed domestic breeds show similar counts, whereas long-tailed breeds possess about 20–24 or more caudal vertebrae^46^. (iii) all examined wild short-tailed Ovis species carry the ancestral variant¹⁴; and (iv) the variants analyzed in the present study originate from two genetically and geographically distant breeds—the Russian Romanov and the Slovenian Jezersko–Solčava sheep. Nevertheless, confirmation in additional breeds and populations will be necessary to determine the full generality of these associations.

Skin was selected for transcriptome-wide profiling primarily for practical and technical reasons, including its accessibility, reproducible sampling along the proximal–distal axis of the tail, and reliable RNA yield and quality. We do not interpret skin as a proxy for paraxial mesoderm–derived skeletal tissues and explicitly acknowledge the embryological distinction between ectoderm-derived skin and mesoderm-derived vertebrae^47,48^. Accordingly, spatial gene expression patterns detected in adult skin are interpreted as descriptive transcriptional signatures along the tail axis, rather than as evidence for regulatory mechanisms governing vertebral development. Our RNA-seq analysis revealed robust spatial and genotypic variation in gene expression along the tail skin of adult rams, expanding upon the *HOXB13*-specific qPCR results. 

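HOX genes of paralog groups 1 to 4 and 5 to 9 were tested as lists of their own. Of 15 genes of paralog groups 5 to 9, HOXA5, HOXA6 and HOXA9 rose at the A/A tip, by log2 fold changes of 0.79, 1.16 and 0.88, and none fell (4 rose and 2 fell when adjusted over the list alone). HOXC5 and HOXC6 fell at the D/D tip, with log2 fold changes of -1.38 and -0.96, and none rose (2 rose and 3 fell when adjusted over the list alone). None of 9 genes of paralog groups 1 to 4 passed the test at either tip (1 rose in A/A when adjusted over the list alone). The medians of groups 1 to 4, 5 to 9 and 10 to 13 were 0.41, 0.22 and 1.35 at the A/A tip and -0.13, -0.39 and 0.79 at the D/D tip. A difference between these groups of genes was not tested. The camera test gave an adjusted p = 0.00767 and 0.00604 for the former 2 at the A/A tip (0.275 and 0.358 with an estimated correlation) and 0.247 and 0.0945 at the D/D tip. At the A/A tip both lists no longer passed without ram 835507 (0.0956 and 0.178, medians 0.20 and 0.21) or without ram 871772 (0.0624 each).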

The observed anterior–posterior gene expression gradients, most pronounced in the shorter-tailed *A/A* genotype, are consistent with retained positional transcriptional patterning along the adult tail axis. Notably, *HOXB13* emerged as the most up-regulated gene in *A/A* tail tips, reflecting its established association with posterior identity during development. This result mirrors embryonic posterior *HOXB13* patterning and is consistent with the retention of embryonically defined expression signatures in adult tissues.

The asymmetry in transcriptomic regulation between genotypes, in which short-tailed *A/A* animals predominantly up-regulated positional genes while *D/D* animals showed greater down-regulation, further underscores a genotype-dependent transcriptional architecture. Moreover, the GO enrichment of limb and appendage development pathways in *A/A -* but only at the tail tip in *D/D* - suggests that positional patterning genes remain differentially active depending on the *HOXB13* allele present. However, GO enrichment analysis comparing tail-tip to tail-base expression in both genotypes revealed that biological processes associated with limb and appendage morphogenesis ranked among the most significantly up-regulated pathways.

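Tested directly in edgeR on the ram sums, no gene reached the thresholds for a different change between D/D and A/A, from base to tip or to mid-tail. An unadjusted p under 0.05 was found for 1188 genes at the tip and 1013 at the mid-tail, where nominally 972 are expected by chance. Of the 1188, 803 had a lower change in D/D. Reassigning the genotypes among the rams gave 286 to 2357 genes at the tip and 188 to 4103 at the mid-tail, so neither count exceeds chance. limma-voom called 0 genes for either difference, while DESeq2 on the ram sums called 3 and 3, as did edgeR on single libraries. Among genes that fell at the D/D tip, PCK1, the enzyme that opens gluconeogenesis and glyceroneogenesis, was at 0.208 ± 0.0603 CPM (SD, n = 3) against 1.99 ± 0.804, while its log2 fold change at the A/A tip was -0.91 (adjusted p = 0.408 from edgeR). Genes of the hedgehog pathway had negative log2 fold changes in 10 of 11 members at the D/D tip (camera adjusted p = 0.00235, 0.0434 with an estimated correlation), and 0 passed the test (2 fell when adjusted over the list alone). In A/A rams 1 gene of this list rose at the tip, FOXF1 by 1.24 on the log2 scale, and 1 fell (2 rose and 3 fell when adjusted over the list alone, camera adjusted p = 0.25). At an adjusted p under 0.05 and the same fold, 118 genes were higher and 112 lower at the A/A tip, and 19 were higher and 84 lower at the D/D tip.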

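The difference of the change between genotypes was also tested for the list of limb and appendage development. It gave a camera adjusted p = 0.245 at the tip, and at the mid-tail, where TBX3 rose in A/A and had an adjusted p over 0.05 in D/D, an adjusted p = 0.00702 with a median of -0.22, which was 0.309 with an estimated correlation and 0.0521 without ram 871772. No member passed the test of the difference over all genes at either position, and 1 was lower in D/D at the mid-tail when adjusted over the list alone. For the 9 limb regulators that the paper names the difference had an adjusted p = 0.476 at the tip and 0.205 at the mid-tail.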

The enrichment of biological processes related to limb and appendage morphogenesis in tail-tip vs. tail-base comparisons highlights a developmental transcriptional signature retained in adult tail tissue. Several of the up-regulated genes in the RNA-seq adult skin, *HOXA10*, *HOXA11*, *HOXA13*, *HOXC10*, and *HOXC11*, are well-characterized posterior *HOX* genes that play important roles in specifying positional identity along the anterior–posterior axis during embryogenesis^49,50^. 

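HOXA10, HOXA11, HOXA13, HOXC10 and HOXC11 all rose at the A/A tip, and HOXA10, HOXA13 and HOXC10 at the D/D tip. HOXC10, a gene of the lumbosacral and hind limb region, went from 3.94 ± 0.485 CPM (SD, n = 4) to 11.2 ± 1.32 in A/A and from 5.3 ± 0.344 (SD, n = 3) to 12.5 ± 1.45 in D/D, with log2 fold changes of 1.49 (standard error 0.19, adjusted p = 0.00174 from edgeR) and 1.21 (standard error 0.22, adjusted p = 0.0261 from edgeR). HOXA10, which patterns the lumbar spine and the proximal limb, rose by 1.2 in A/A (standard error 0.18, adjusted p = 0.00371 from edgeR) and 1.06 in D/D (standard error 0.21, adjusted p = 0.034 from edgeR). HOXC11 went from 0.796 ± 0.0875 to 2.79 ± 0.883 CPM in A/A (adjusted p = 0.00959 from edgeR) and had a log2 fold change of 0.52 in D/D (adjusted p = 0.548 from edgeR). HOXA11 went from 1.21 ± 0.61 to 3.86 ± 1.57 CPM in A/A (adjusted p = 0.0176 from edgeR) and had 1.17 in D/D (adjusted p = 0.181 from edgeR). The difference between genotypes of the change of these 5 genes did not pass as a list (camera adjusted p = 0.23 at the tip). At the mid-tail HOXC10 rose in A/A by 1.25 (adjusted p = 0.0357 from edgeR), and all 5 rose when adjusted over the list alone, against 0 and 2 in D/D. The paper chose these genes on these samples, so their count is not independent evidence of direction.

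**Figure D4:**
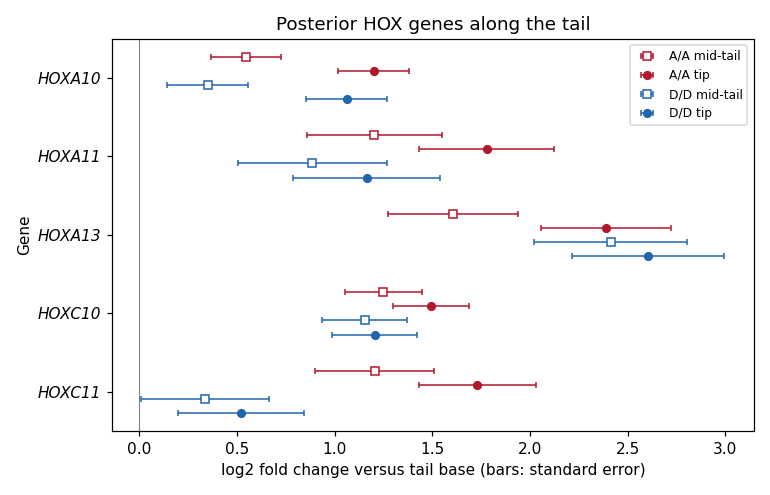
Log2 fold changes against the tail base (horizontal axis, bars for the standard error) of 5 posterior HOX genes at the mid-tail (open squares) and tip (filled circles) of A/A (red, n = 4 rams) and D/D rams (blue, n = 3 rams). All values lie above 0, with the largest for HOXA13.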

Their retained expression in adult tail tissues suggests a lingering developmental program or regulatory memory that may contribute to the regional specialization of the tail structure.

Other regulated genes, such as *ALX4*, *DLX5*, *SP8*, *SP9*, *TBX3*, and *SHH*, are key regulators of limb bud patterning, outgrowth, and digit specification, further supporting that tail tissues share transcriptional programs with distal limb development. For instance, *SHH* is essential for posterior identity and axial elongation^51^, while *SP8/SP9* interact with Wnt and FGF pathways during distal outgrowth^52^. 

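Of the limb regulators ALX4, DLX5, SP8, SP9, TBX3 and SHH, only TBX3 rose at a tip at an adjusted p under 0.05, while SP9 and SHH fell. SP8 did not pass over all genes, but had 59 counts at the A/A tip against 2 at the base. In D/D it had 32 counts at the tip against 0. Over the 7 rams SP8 was higher at the tip in each (two-sided exact permutation test, p = 0.0156). SP9 had a log2 fold change of -1.6 at the A/A tip (standard error 0.35, adjusted p = 0.0319 from edgeR) and -2.32 at the D/D tip (standard error 0.41, adjusted p = 0.0244 from edgeR). SHH, the signal of the zone of polarizing activity, was at 0.763 ± 0.532 CPM (SD, n = 4) at the A/A tip against 2.27 ± 1.35 (adjusted p = 0.0478 from edgeR), and had -0.65 in D/D (adjusted p = 0.567 from edgeR). ALX4, a factor of limb and craniofacial patterning, had 0.92 at the A/A tip, higher in 4 of 4 rams (adjusted p = 0.0967 from edgeR), and 0.17 in D/D. DLX5, of the limb ectoderm and bone, had 1.05 in A/A, higher in 3 of 4 rams (adjusted p = 0.12 from edgeR), and 0.78 in D/D (adjusted p = 0.393 from edgeR). Over the 9 regulators named in the paper, which with these 6 include SFRP2, FBN2 and ZBTB16, 6 rose and 3 fell in A/A when adjusted over the list alone, not independent evidence for a list chosen on these samples. Its camera test gave an adjusted p = 0.0286 at the A/A tip, 0.358 with an estimated correlation, and 0.354 at the D/D tip. Without ram 871772 or 871784 the former was 0.0624 and 0.216.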

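SFRP2, a secreted antagonist of Wnt ligands, was at 7.52 ± 3.57 CPM (SD, n = 4) at the A/A tip against 3.52 ± 1.6 at the base, and at 9.27 ± 2.81 (SD, n = 3) against 4.73 ± 0.502 in D/D. The log2 fold changes of 1.01 (standard error 0.29, adjusted p = 0.0915 from edgeR) and 0.92 (standard error 0.32, adjusted p = 0.215 from edgeR) did not pass the test. Of 24 Wnt antagonists and feedback targets tested, 3 rose at the A/A tip and none fell (5 rose and 2 fell when adjusted over the list alone), namely LGR6, the antagonist DKK2 by 1.05 and the Wnt inhibitory factor WIF1 by 0.79. The camera test of the list gave an adjusted p = 0.219 in A/A and 0.753 at the D/D tip, where none passed (2 fell when adjusted over the list alone).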

The up-regulation of the *SFRP2* gene, a modulator of Wnt signaling, also implicates Wnt pathway regulation in retention of positional identity or cellular differentiation in the tail tip^53^. 

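FBN2, a fibrillin of elastic microfibrils, was at 6.61 ± 5.15 CPM (SD, n = 4) at the A/A tip against 2.36 ± 0.957 at the base, with a log2 fold change of 1.07 (standard error 0.45, adjusted p = 0.277 from edgeR), and had 0.85 in D/D (adjusted p = 0.499 from edgeR). ZBTB16, a zinc finger repressor needed for limb and axial skeletal patterning, was lower at the tip, at 72.2 ± 60.5 CPM against 113 ± 14.8 in A/A and 28.8 ± 20.3 against 70.0 ± 25.9 in D/D. Its log2 fold changes of -1.08 (adjusted p = 0.21 from edgeR) and -1.57 (adjusted p = 0.135 from edgeR) did not pass the test. Among genes of connective tissue, 3 of 8 tendon markers rose at the A/A tip (4 when adjusted over the list alone), THBS4 by 1.11, TNMD by 1.95 and COMP by 2.96 on the log2 scale, and COMP rose at the D/D tip by 3.1 (4 rose and 1 fell when adjusted over the list alone). The camera test of this list gave an adjusted p = 2.53e-06 in A/A and 0.00112 in D/D, and 0.108 and 0.231 with an estimated correlation. Of 12 cartilage and bone markers, HAPLN1, which links the cartilage matrix, rose in A/A by 1.95 (3 rose when adjusted over the list alone), and none passed in D/D.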

Interestingly, *FBN2* and *ZBTB16* are involved in connective tissue architecture and skeletal patterning, which may reflect the structural remodeling or maintenance of distal caudal elements^54,55^.

Together, these findings suggest that the adult sheep tail retains transcriptional activity of key developmental regulators, particularly in distal regions, with a stronger expression signature in the ancestral short-tailed (*A/A*) genotype. This supports the hypothesis that *HOXB13*-mediated maintenance of ancestral short tail length may be accompanied or facilitated by broader (ancestral) modulation of developmental gene networks. Notably, wild sheep, such as Asian mouflon (*Ovis orientalis*), the progenitor of domestic sheep, also exhibit short tails, suggesting that the *A/A* genotype represents the conserved wild-type state. In contrast, the long-tailed *D/D* genotype likely reflects a derived condition in domestic sheep, potentially arising through disruption or attenuation of the ancestral *HOXB13*-associated regulatory program.

Although the IJS sheep is a thin-tailed breed, our transcriptomic findings of the down-regulation of fatty acid metabolism genes, particularly in long-tailed D/D animals, warrant consideration of tail fat deposition mechanisms, which are a hallmark of fat-tailed sheep. Fat-tailed sheep are physiologically well-adapted to the seasonal fluctuations and periods of feed shortage typical of arid landscapes: while they tolerate negative energy balance, they exhibit a strong anabolic response in case of a positive balance^56^. Fat-tailed sheep emerged through human-driven selection, since wild and early domestic sheep have only short, thin tails. Whereas wool lineages had already been selected by the Early Bronze Age, i.e., the 3rd millennium. BCE, selection for localized fat storage in the tail region is believed to be of a later date^57^. The selection for resilience in arid landscapes may have been triggered by the onset of a period of increased aridity known as the 4.2-thousand-year abrupt climate change event (see^58^. From a genetic perspective, several genes and/or alleles appear to participate, and candidate genes associated with fat-tailed phenotypes have been proposed in the literature (e.g.^10,20,40,59–62^), but results are equivocal. However, most wool breeds and later selected fat-tailed sheep breeds have long tails and carry *D/*D genotypes at the *HOXB13* promoter. 

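ACSM1, ACSM5 and ACSM2B, ligases that activate medium-chain fatty acids, fell at the D/D tip, as did PCK1, ALOX15 and TNXB. ACSM1 was at 26.5 ± 19.4 CPM (SD, n = 3) against 77.7 ± 61.1 at the base, with a log2 fold change of -1.67 (standard error 0.27, adjusted p = 0.00994 from edgeR), and ACSM5 at 3.11 ± 0.752 against 8.71 ± 1.86 (adjusted p = 0.0158 from edgeR). In A/A rams ACSM1 had a log2 fold change of -0.95 and TNXB one of -1.86, both passing the test, and ACSM5 had -0.69 (adjusted p = 0.134 from edgeR). The other 10 genes had negative log2 fold changes at the D/D tip without passing the test, among them the adipokine LEP with -3.71 (adjusted p = 0.103 from edgeR), the prostaglandin synthases PTGDS with -1.08 (adjusted p = 0.199) and PTGS1 with -1.11 (adjusted p = 0.0798), and CYP2A6 with -1.01 (adjusted p = 0.255 from edgeR). PDK4, which restrains glucose oxidation, had -1.36 (adjusted p = 0.243 from edgeR) and in A/A -1.69 (adjusted p = 0.0614 from edgeR), the lipoxygenase partner ALOX5AP -1.07, PM20D1 -1.22 and the lipase DAGLA -1.14. None of the 16 passed the test at the D/D mid-tail (6 fell when adjusted over the list alone), with a camera adjusted p = 4.66e-12 that was 0.0498 with an estimated correlation. CIDEC, a protein of lipid droplets, and the lipase LIPE had -2.66 and -1.93 at the D/D tip among adipocyte markers outside the 16, and did not pass either.

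**Figure D5:**
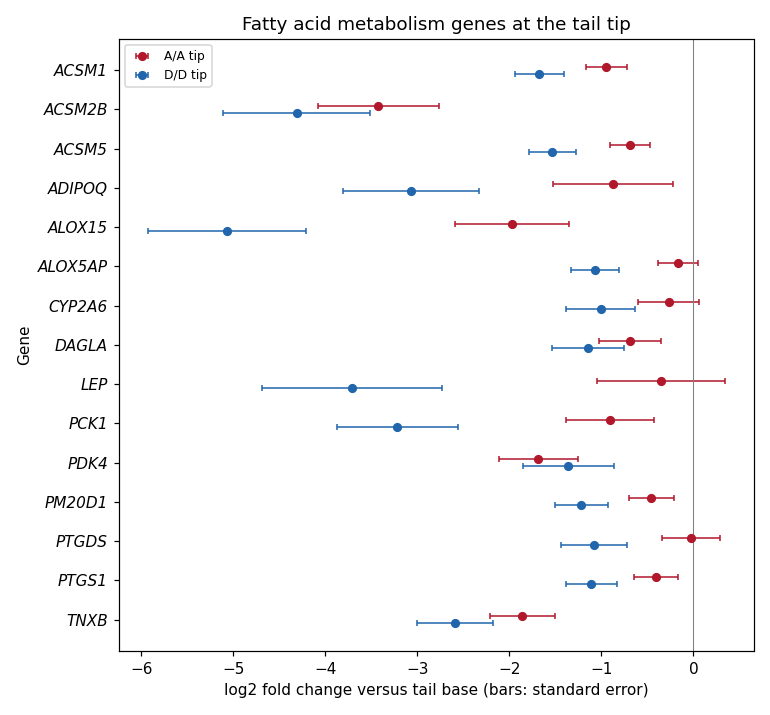
Log2 fold changes of tail tip against base (horizontal axis, bars for the standard error) of 15 of the 16 genes of fatty acid metabolism that the paper names, in A/A (red, n = 4 rams) and D/D rams (blue, n = 3 rams). All values plotted are below 0 in both genotypes, and those of D/D are the lower except for PDK4.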

The GO term 0006631 (fatty acid metabolic process) was significantly enriched among down-regulated genes, including *ACSM1*,* ACSM2B*,* ACSM5*,* ADIPOQ*,* ALOX15*,* ALOX5AP*,* CYP2A6*,* DAGLA*,* LEP*,* PCK1*,* PDK4*,* PLP1*,* PM20D1*,* PTGDS*,* PTGS1*, and *TNXB*. Interestingly, we did not detect differential expression of *TBXT*,* PDGFD*,* IBH*, major genetic determinants of sheep tail length previously highlighted in a comprehensive review by Kalds et al. (2022)^9^. 

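PDGFD, a platelet-derived growth factor tied to tail fat, was at 47.7 ± 15.2 CPM (SD, n = 4) at the A/A tip and 48.6 ± 19.1 at the base, with a log2 fold change of 0.01 (adjusted p = 0.992 from edgeR), and had -0.18 in D/D (adjusted p = 0.826 from edgeR). Between the genotypes PDGFD had a log2 fold change of 0.56 at the tip (adjusted p = 0.458 from edgeR). TBXT, the brachyury gene of the notochord and posterior mesoderm, had 1 count in all at the A/A base and 1 at the A/A mid-tail, and 0 in the other 4 groups, so that it was not detectable at this depth and no change of it could be tested. The 4 groups without a count held 117472576 (A/A tip), 86316130 (D/D base), 72635278 (D/D mid-tail) and 91286296 (D/D tip) counts in all. The name IBH has no entry among the gene names counted.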

For *TBXT*,* PDGFD*, and *IBH*, our RNA-seq analysis of adult tail skin in the IJS sheep did not reveal spatial differential expression along the anterior–posterior axis of the tail, nor did we observe genotype-dependent differences in expression between short-tailed (*A/A*) and long-tailed (*D/D*) individuals. Furthermore, several known regulators of tail development, including *BMP2*, *GDF11*, and *LIN28A*/*LIN28B*, were not differentially expressed in our dataset. Therefore, in our model, *HOXB13* was the only gene to exhibit both a pronounced spatial expression gradient and significant genotype-dependent differences in expression. This strongly suggests that allelic variation in *HOXB13* has a central role in determining tail length in the IJS sheep, although we cannot exclude contributions from other developmental regulators, particularly during earlier embryonic stages.

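BMP2, a bone morphogenetic protein, had log2 fold changes of -0.22 at the A/A tip (adjusted p = 0.62 from edgeR), -0.02 at the D/D tip and -0.32 between genotypes at the tip (adjusted p = 0.458 from edgeR). GDF11, a growth factor that sets the trunk to tail transition, had 0.3 at the A/A tip (adjusted p = 0.776 from edgeR), 0.94 at the D/D tip (adjusted p = 0.352 from edgeR) and -0.51 between genotypes at the tip (adjusted p = 0.593 from edgeR). LIN28A had no count in any library and LIN28B 1 count, at the D/D tip, so that these RNA-binding proteins of early embryos were not detectable at this depth. As a list, the 3 tail length genes that could be tested gave a camera adjusted p = 0.939 at the A/A tip and 0.522 at the D/D tip, with 0 passing in either.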

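HOXB13 had both the smallest p of all genes from base to tip in A/A and, between genotypes at the tip, a higher value in every A/A than in every D/D ram. It was not alone among genes with small p-values between the genotypes at the tip, where SPA17, a sperm protein, had a log2 fold change of -1.1 (unadjusted p = 0.000155 from edgeR) and KCNMA1, a calcium-activated potassium channel, 1.44 (unadjusted p = 0.000221 from edgeR), both chosen after their values were seen. Both were without a passing change between positions, with adjusted p = 0.251 for SPA17 and 0.992 for KCNMA1 at the A/A tip from edgeR. No gene passed the adjustment between genotypes at any position in edgeR on the ram sums, HOXB13 included. At the tip, edgeR on single libraries called 2 genes and DESeq2 on the ram sums 22, and HOXB13 passed in both. From the gradient and the genotype difference of HOXB13, and from other tail genes without differential expression, the paper concludes that HOXB13 alone had both in its model.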

While our study provides some novel findings regarding the gradient expression of *HOXB13* in adult tail tissues, it has certain limitations. First, we sampled skin and bone at only three anatomical sites (tail base, mid-tail, and tail tip), providing a low-resolution overview of the anterior–posterior gradient but lacking finer resolution. Denser sampling in future studies could reveal more detailed expression patterns along the tail. Second, RNA-seq analysis was performed on skin tissue, while gene expression in bone was assessed by targeted TaqMan qPCR using a small gene set. A broader transcriptomic analysis of bone would help to fully characterize spatial regulation across tissues. Additionally, our expression data are limited to rams approximately one year of age, leaving open the question of whether the observed expression gradients persist from prenatal development or are reactivated later postnatally. Another important limitation is tissue heterogeneity. Both skin and bone contain diverse cell types, and bulk RNA methods cannot distinguish which cell populations express *HOXB13* and *HOXA13*. Future studies employing in situ hybridization, spatial transcriptomics or single-cell approaches could resolve this issue. Although our findings provide strong correlative evidence linking *HOXB13* expression gradients to genotype–phenotype differences in adult sheep tails, functional validation through in vivo transgenic models is necessary to establish causality. Furthermore, we assessed only RNA levels and did not validate protein expression or spatial localization at the tissue level, which represents a limitation of our study. It therefore remains unknown whether the observed mRNA gradients translate into corresponding protein patterns. Immunohistochemistry, in situ hybridization, or proteomic methods should be employed in future work to address this issue. Finally, our study was limited to a single European breed and a modest sample size; replication in other breeds and larger cohorts will be essential to determine whether our findings are generalizable or breed-specific.

## Conclusion

We report evidence consistent with the retention of spatial *HOX* gene expression gradients, especially *HOXB13*, in adult sheep tail tissues. Using the IJS breed, which segregates for *HOXB13* alleles and tail length, we demonstrate a clear genotype–phenotype association, mainly driven by differences in caudal vertebral number. Spatial RNA profiling of skin and bone revealed a consistent anterior–posterior *HOXB13* expression gradient, strongest at the tail tip and most pronounced in short-tailed (*A/A*) animals. This adult expression pattern mirrors embryonic *HOX* gene gradients, suggesting that elements of developmental positional-identity programs remain active or are retained in adult tissues, without distinguishing between embryonic persistence and postnatal reactivation. The IJS breed, therefore, provides a valuable model for studying the role of *HOXB13* in determining the adult tail phenotype in vertebrates. Future work should address the cellular resolution, protein-level expression, and functional relevance of these spatial expression patterns in adult tissues.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

RNA-Seq data were deposited into the Gene Expression Omnibus database under accession number GSE311823 and are available at the following URL: [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE311823].

# Supplementary material for: Retention of embryonic positional identity signatures in the adult sheep tail: evidence from HOXB13 spatial RNA expression gradients
**Source:** Sci Rep. 2026 Mar 2;16:11776. doi: 10.1038/s41598-026-42438-7
**Supplement:** Supplementary file 1 — Supplementary Material 1

# Maintenance of Embryonic Positional Identity Programs in the Adult Sheep Tail: Evidence from *HOXB13* Spatial RNA Expression Gradients

Simon HORVAT<sup>1\*</sup>, Rebecca ELLENRIEDER<sup>2</sup>, Mojca SIMČIČ<sup>1</sup>, Maša ČATER<sup>1</sup>, Urška DRAKSLER<sup>1</sup>, Stefan KREBS<sup>3</sup>, Neža POGOREVC<sup>4</sup>, Maulik UPADHYAY<sup>4</sup>, Viktoria BALASOPOULOU<sup>5</sup>, Melanie FEIST<sup>5</sup>, Caroline C. FRIEDEL<sup>2</sup>, Ivica MEDUGORAC<sup>4\*</sup>

**Supplementary Table 1: Cohorts, number of rams and phenotyping dates**

| Cohort | Number of rams | Phenotyping day |
|--------|----------------|-----------------|
| 1      | 8              | 13.01.2022      |
| 2      | 8              | 01.02.2022      |
| 3      | 6              | 13.10.2022      |
| 4      | 9              | 16.12.2022      |
| 5      | 6              | 23.05.2023      |
| 6      | 12             | 15.07.2024      |
| 7      | 12             | 03.12.2024      |
| Total  | 61             |                 |

**Supplementary Table 2: Descriptive statistics of traits recorded in live animals and in the carcass upon slaughter**

| Genotype | Trait                                         | n  | Mean ± SD       | Min    | Max    |
|----------|-----------------------------------------------|----|-----------------|--------|--------|
| A/A      | Age at the end of the performance test (days) | 14 | 457.71 ± 188.24 | 168.00 | 751.00 |
|          | Wither height (cm)                            | 14 | 69.90 ± 4.70    | 59.70  | 77.80  |
|          | Tail length (cm)                              | 14 | 24.51 ± 2.69    | 19.50  | 28.00  |
|          | Slaughter age (days)                          | 11 | 525.82 ± 160.39 | 322.00 | 763.00 |
|          | Tail length at slaughter (cm)                 | 11 | 28.29 ± 2.82    | 23.00  | 32.50  |
|          | Number of sacrum vertebrae                    | 11 | 4.82 ± 0.75     | 4.00   | 6.00   |
|          | Sacrum length (cm)                            | 11 | 12.77 ± 1.95    | 9.80   | 16.10  |
|          | Number of lumbar vertebrae                    | 11 | 6.73 ± 0.47     | 6.00   | 7.00   |
|          | Lumbar length (cm)                            | 11 | 26.30 ± 3.69    | 21.50  | 35.10  |
| A/D      | Age at the end of the performance test (days) | 23 | 296.30 ± 105.79 | 112.00 | 481.00 |
|          | Wither height (cm)                            | 23 | 67.81 ± 5.09    | 56.60  | 74.00  |
|          | Tail length (cm)                              | 23 | 26.44 ± 3.49    | 20.00  | 34.10  |
|          | Slaughter age (days)                          | -  | -               | -      | -      |
|          | Tail length at slaughter (cm)                 | -  | -               | -      | -      |
|          | Number of sacral vertebrae                    | -  | -               | -      | -      |
|          | Sacrum length (cm)                            | -  | -               | -      | -      |
|          | Number of lumbar vertebrae                    | -  | -               | -      | -      |
|          | Lumbar length (cm)                            | -  | -               | -      | -      |
| D/D      | Age at the end of the performance test (days) | 24 | 379.00 ± 162.53 | 138.00 | 687.00 |
|          | Wither height (cm)                            | 24 | 69.84 ± 4.93    | 57.00  | 77.10  |
|          | Tail length (cm)                              | 24 | 31.91 ± 6.27    | 19.40  | 42.20  |
|          | Slaughter age (days)                          | 10 | 501.00 ± 141.50 | 340.00 | 688.00 |
|          | Tail length at slaughter (cm)                 | 10 | 39.36 ± 5.39    | 30.00  | 46.40  |
|          | Number of sacral vertebrae                    | 10 | 4.70 ± 0.67     | 4.00   | 6.00   |
|          | Sacrum length (cm)                            | 10 | 13.14 ± 2.51    | 9.80   | 17.60  |
|          | Number of lumbar vertebrae                    | 10 | 7.10 ± 0.57     | 6.00   | 8.00   |
|          | Lumbar length (cm)                            | 10 | 27.01 ± 3.81    | 20.00  | 33.30  |

**Supplementary Table 3: Rams used for qPCR/TaqMan validation and RNAseq.** Rams in short- and long-tailed groups used for qPCR, TaqMan validation, and RNA-seq, with *HOXB13* genotypes and phenotypic measurements.

| Analysis             | Ram ID | <i>HOXB13</i> genotype | Tail length (cm) | Wither height (cm) |
|----------------------|--------|------------------------|------------------|--------------------|
| qPCR/TaqMan + RNAseq | 871932 | <i>A/A</i>             | 25.2             | 72.4               |
| qPCR/TaqMan + RNAseq | 871784 | <i>A/A</i>             | 25.2             | 72.5               |
| qPCR/TaqMan + RNAseq | 871772 | <i>A/A</i>             | 27.5             | 77.8               |
| qPCR/TaqMan + RNAseq | 835507 | <i>A/A</i>             | 22.5             | 71.3               |
| qPCR/TaqMan only     | 835317 | <i>A/A</i>             | 22.5             | 72.6               |
| qPCR/TaqMan only     | 835561 | <i>A/A</i>             | 24.5             | 75.5               |
| qPCR/TaqMan only     | 835555 | <i>A/A</i>             | 26.3             | 71.8               |
| qPCR/TaqMan + RNAseq | 871787 | <i>D/D</i>             | 31.5             | 74.4               |
| qPCR/TaqMan + RNAseq | 871869 | <i>D/D</i>             | 36.7             | 72.5               |
| qPCR/TaqMan + RNAseq | 871868 | <i>D/D</i>             | 41.4             | 74.1               |
| qPCR/TaqMan only     | 835402 | <i>D/D</i>             | 41.5             | 77.1               |
| qPCR/TaqMan only     | 835600 | <i>D/D</i>             | 36.5             | 69.8               |
| qPCR/TaqMan only     | 835551 | <i>D/D</i>             | 42.2             | 72.1               |

**Supplementary Table 4: Comparison of alternative inheritance models for tail length in Improved Jezersko–Solčava sheep.** Linear models were fitted using different genetic coding of the *HOXB13* genotype (additive, dominant, recessive, and general genotypic models), with wither height as a covariate. Lower AIC and BIC values indicate a better model fit.

| Model type | Genetic coding of genotype                         | Degrees of freedom | AIC*  | BIC** |
|------------|----------------------------------------------------|--------------------|-------|-------|
| Additive   | <i>A/A</i> = 0, <i>A/D</i> = 1, <i>D/D</i> = 2     | 4                  | 347.7 | 356.1 |
| General    | <i>A/A</i> , <i>A/D</i> , <i>D/D</i> (categorical) | 5                  | 349.2 | 359.7 |
| Recessive  | <i>A/A</i> , <i>A/D</i> = 0; <i>D/D</i> = 1        | 4                  | 351.8 | 360.3 |
| Dominant   | <i>A/A</i> = 0; <i>A/D</i> , <i>D/D</i> = 1        | 4                  | 360.6 | 369.0 |

\*AIC (Akaike Information Criterion)

\*\* BIC (Bayesian Information Criterion)

**Supplementary Table 5: Significance of spatial and genotype-dependent gene expression differences in tail skin and bone.** *P*-values for differential expression of selected genes (*HOXB13*, *SP8*, *ALOX15*, *LOXL4*, *AGT*, *HOXA13*, *ACSM2B*) across tail anatomical positions (tail base, mid-tail, and tail tip) and between genotypes (*A/A* vs. *D/D*) in three datasets: (1) RNA-seq from skin (*P*-values determined with DESeq2, see methods), (2) TaqMan qPCR from skin and (3) TaqMan qPCR from bone tissue (*P*-values determined with two-tailed t-test). Significant *P*-values (*P* < 0.05) are shown in bold.

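The RNA-seq column of this table gives p-values of DESeq2 for 7 genes, between positions within a genotype and between genotypes at a position. Its heading and legend do not say whether they are adjusted. They are taken here as adjusted over all genes, which is an inference. Adjusted p-values in the paper's DESeq2 design less ram 835507, a setting added later, had a median absolute log10 ratio of 0.0102 to them. Of the 47 comparisons listed, 42 gave an adjusted p with ram sums and edgeR, 9 of them under 0.05. DESeq2 on the ram sums gave 38, of which 17 were under 0.05. The 9 were HOXB13 at the A/A mid-tail and tip, and HOXA13, LOXL4 and ACSM2B at both tips, with ALOX15 at the D/D tip.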

**RNA-seq skin p-values**

| p-value (DESeq2)                   | <i>HOXB13</i>   | <i>SP8</i>    | <i>ALOX15</i>   | <i>LOXL4</i>    | <i>AGT</i>    | <i>HOXA13</i>   | <i>ACSM2B</i>   |
|------------------------------------|-----------------|---------------|-----------------|-----------------|---------------|-----------------|-----------------|
| <i>A/A</i> tip vs. base            | <b>9.53E-14</b> | <b>0.0035</b> | <b>0.0126</b>   | <b>9.76E-15</b> | <b>0.0081</b> | <b>1.57E-09</b> | <b>0.0021</b>   |
| <i>D/D</i> tip vs. base            | <b>5.91E-05</b> | <b>0.0028</b> | <b>4.08E-08</b> | <b>1.85E-06</b> | <b>0.0063</b> | <b>1.66E-11</b> | <b>1.72E-06</b> |
| <i>A/A</i> mid-tail vs. base       | <b>3.29E-08</b> | 0.4456        | 0.3757          | <b>4.71E-06</b> | 0.4008        | <b>0.0010</b>   | 0.1406          |
| <i>D/D</i> mid-tail vs. base       | 0.3064          | 0.6754        | 0.3558          | <b>0.0185</b>   | 0.4286        | <b>1.18E-07</b> | <b>0.0004</b>   |
| base <i>D/D</i> vs. <i>A/A</i>     | 0.9924          |               | 0.5749          | 0.1559          | 0.5574        | 0.9678          | 0.4233          |
| tip <i>D/D</i> vs. <i>A/A</i>      | <b>3.86E-08</b> | 0.9234        | 0.3009          | 0.9378          | 0.2334        | 0.8732          | 0.5870          |
| mid-tail <i>D/D</i> vs. <i>A/A</i> | <b>3.69E-07</b> |               | 0.6555          | 0.6342          | 0.2801        | 0.2605          | 0.6771          |

**TaqMan qPCR skin p-values**

| p-value (two-tailed t-test)        | <i>HOXB13</i> | <i>SP8</i>    | <i>ALOX15</i> | <i>LOXL4</i>  | <i>AGT</i>    | <i>HOXA13</i> | <i>ACSM2B</i> |
|------------------------------------|---------------|---------------|---------------|---------------|---------------|---------------|---------------|
| <i>A/A</i> tip vs. base            | <b>0.0006</b> | <b>0.0006</b> | 0.0513        | <b>0.0006</b> | <b>0.0379</b> | <b>0.0041</b> | <b>0.0175</b> |
| <i>D/D</i> tip vs. base            | <b>0.0022</b> | <b>0.0022</b> | <b>0.0087</b> | 0.0931        | <b>0.0260</b> | <b>0.0152</b> | <b>0.0152</b> |
| <i>A/A</i> mid-tail vs. base       | <b>0.0006</b> | 0.2075        | 0.6282        | <b>0.0006</b> | 0.2593        | <b>0.0111</b> | <b>0.0379</b> |
| <i>D/D</i> mid-tail vs. base       | <b>0.0130</b> | 0.7727        | 0.6991        | 0.0649        | 0.9372        | <b>0.026</b>  | 0.0649        |
| base <i>D/D</i> vs. <i>A/A</i>     | 0.2162        | 0.4860        | 0.3939        | 0.4452        | 0.2343        | 0.4452        | 0.6282        |
| tip <i>D/D</i> vs. <i>A/A</i>      | <b>0.0023</b> | 0.0513        | 0.5338        | 0.7308        | 0.2949        | 0.8357        | 0.6282        |
| mid-tail <i>D/D</i> vs. <i>A/A</i> | <b>0.0012</b> | 0.4567        | 0.3660        | 0.7308        | 0.0734        | 0.9452        | 0.7308        |

**TaqMan qPCR bone p-values**

| p-value (two-tailed t-test)        | <i>HOXB13</i> | <i>SP8</i>   | <i>ALOX15</i> | <i>LOXL4</i>  | <i>AGT</i> | <i>HOXA13</i> | <i>ACSM2B</i> |
|------------------------------------|---------------|--------------|---------------|---------------|------------|---------------|---------------|
| <i>A/A</i> tip vs. base            | <b>0.0079</b> | 0.1144       | <b>0.0118</b> | <b>0.004</b>  | 0.4699     | <b>0.0002</b> | 0.0953        |
| <i>D/D</i> tip vs. base            | <b>0.0022</b> | 0.3184       | <b>0.0002</b> | <b>0.0276</b> | >0.9999    | <b>0.0002</b> | >0.9999       |
| <i>A/A</i> mid-tail vs. base       | <b>0.0079</b> | 0.6858       | <b>0.0421</b> | 0.8856        | 0.7576     | <b>0.0022</b> | 0.2525        |
| <i>D/D</i> mid-tail vs. base       | <b>0.013</b>  | 0.3909       | <b>0.0022</b> | 0.4634        | 0.7576     | <b>0.0022</b> | 0.1072        |
| base <i>D/D</i> vs. <i>A/A</i>     | 0.1061        | 0.3023       | 0.4699        | 0.463         | 0.7576     | 0.7576        | >0.9999       |
| tip <i>D/D</i> vs. <i>A/A</i>      | <b>0.0043</b> | >0.9999      | 0.4699        | 0.987         | 0.7576     | 0.7576        | <b>0.0101</b> |
| mid-tail <i>D/D</i> vs. <i>A/A</i> | <b>0.0043</b> | <b>0.005</b> | 0.2525        | 0.8956        | 0.2525     | 0.7576        | 0.2525        |

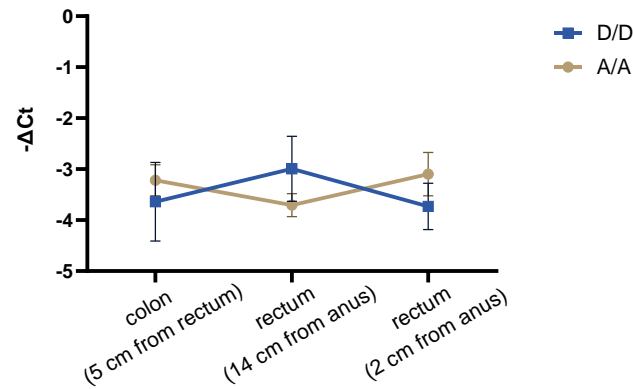

**Supplementary Figure 1. HOXB13 expression in the distal colon and rectum was sampled at three positions along the anterior-posterior axis.** No genotype-dependent differences or consistent spatial gradients were observed. Expression was relatively high at all sites, exceeding that in tail tip skin.

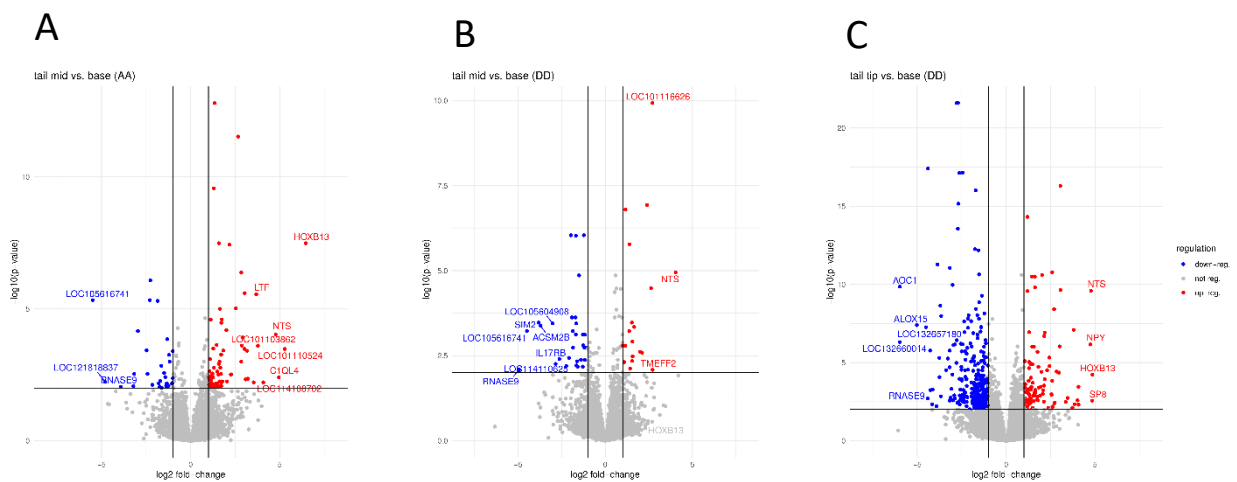

**Supplementary Figure 2. RNA-seq Volcano Plots for A/A and D/D Tail Regions Along the Tail Axis.** The log<sub>2</sub> fold-changes and multiple testing adjusted  $P$ -values are displayed for comparisons of mid-tail vs. base for A/A (A) and mid-tail (B) or tip (C) vs. base for D/D. Genes not significantly differentially expressed ( $P$ -value > 0.01 and absolute log<sub>2</sub> fold-changes < 1) are indicated in gray. The ten most regulated genes are indicated by name.

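NTS, the precursor of neurotensin, rose at the D/D tip to 4.73 ± 3.38 CPM (SD, n = 3) from 0.141 ± 0.125 (log2 fold change 4.75, adjusted p = 0.0427 from edgeR), and NPY had 4.87 (adjusted p = 0.06 from edgeR). AOC1 fell by 5.3 on the log2 scale (adjusted p = 0.0191 from edgeR), and RNASE9 had 1 count against 46 at the base, a ratio of base over tip of 48.6 (exact 95% interval 8.31 to 1960). At the D/D mid-tail, SIM2, a bHLH factor, had -3.68, the receptor IL17RB -2.6, and TMEFF2, a membrane protein with follistatin domains, 2.73, with adjusted p = 0.419, 0.368 and 0.43 from edgeR. For the A/A mid-tail, LTF, lactoferrin, had 2.55 (adjusted p = 0.305 from edgeR), and C1QL4, a complement-like secreted protein, had 41 counts against 0 at the base, at least 12.8-fold higher with a floor of 3 counts over the group (adjusted p = 0.127 from edgeR).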

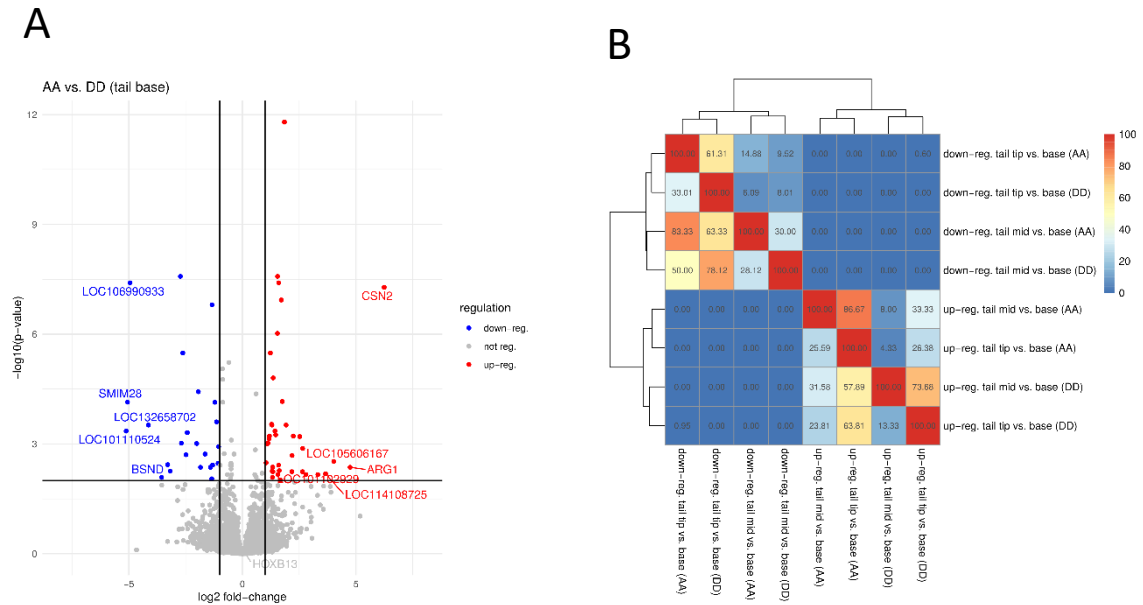

**Supplementary Figure 3. Volcano Plot and Shared DEGs Across Tail regions between *A/A* and *D/D* *HOXB13* genotypes** (A) Volcano plot showing log<sub>2</sub> fold-changes and multiple testing adjusted p-values for the comparison of *A/A* and *D/D* at the tail base. Genes not significantly differentially expressed (p-value > 0.01 and absolute log<sub>2</sub> fold-changes < 1) are indicated in gray. The ten most regulated genes are indicated by name. (B) Overlap between differentially expressed genes. Each cell shows the percentage of genes differentially expressed for the comparison indicated by the row, which are also differentially expressed in the comparison indicated by the column. E.g., 61.31% of genes down-regulated in tail tip vs. base for *A/A* are also down-regulated in tail tip vs. base for *D/D*. Heatmap rows and columns were clustered hierarchically using Ward's clustering criterion and Euclidean distances.

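CSN2, the milk protein beta-casein, had a log2 fold change of 6.3 between A/A and D/D at the base, with 6.65 ± 8.66 CPM (SD, n = 4) in A/A and 0.0804 ± 0.0772 (SD, n = 3) in D/D, and ARG1, the arginase of the urea cycle, had 2.12. BSND, a subunit of chloride channels, had 1.24, with 2.65 ± 4.92 CPM against 1.15 ± 1.0. Ram 835507 had 10.01 CPM of BSND and the other A/A rams at most 0.567. None of the 3 passed the test, each with an SD above or near its mean in A/A. SMIM28 had 3 counts in A/A and 159 in D/D, a ratio of D/D over A/A of 62.6 (exact 95% interval 21.0 to 307), which covers counting error only.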

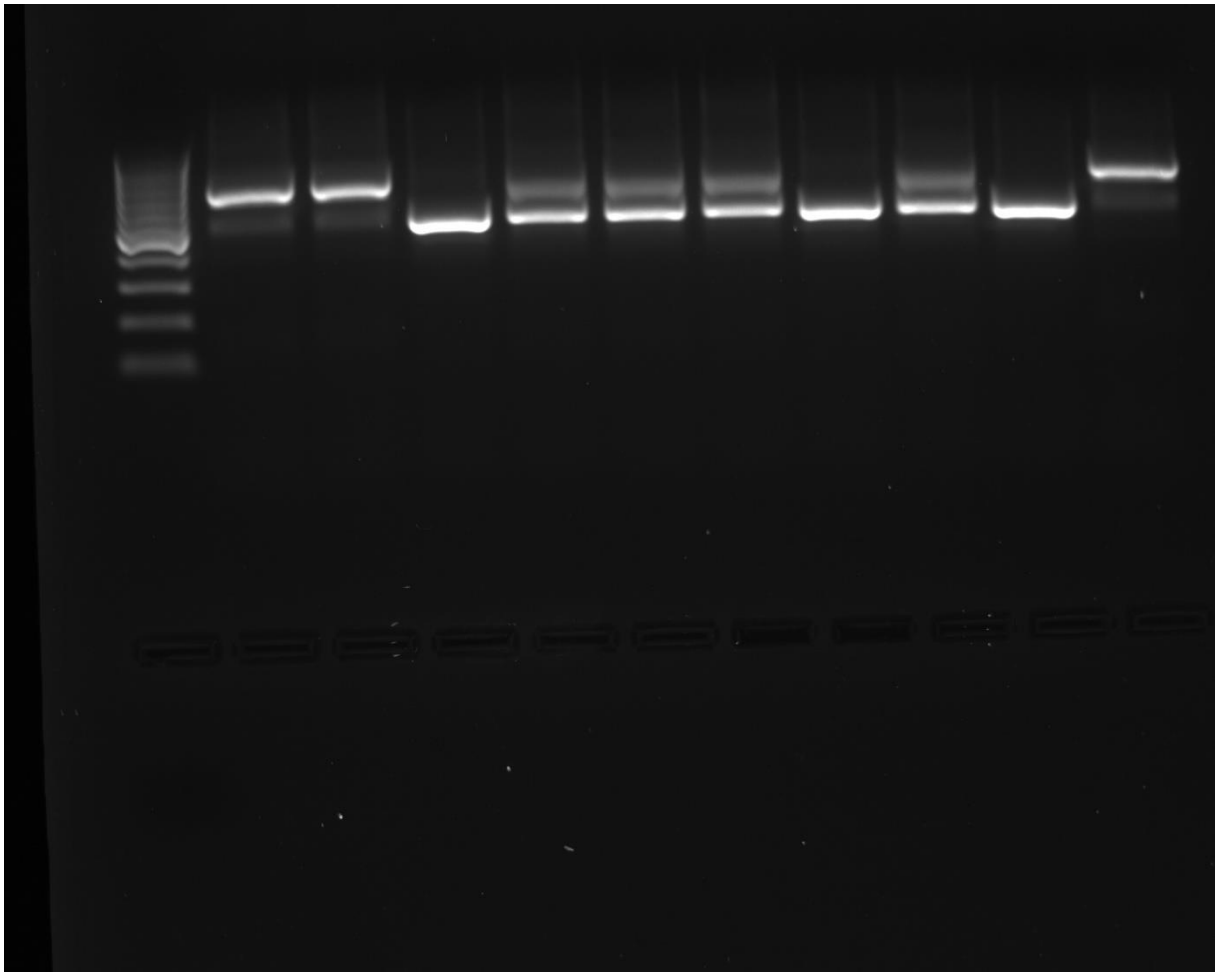

**Supplementary Figure 4. Full-length, uncropped agarose gel corresponding to Figure 2.** This figure shows PCR-based genotyping of the 167 bp insertion in the *HOXB13* promoter region. The gel includes all lanes and molecular weight markers as originally acquired, without cropping or contrast enhancement. Lane identities correspond to the cropped regions shown in Figure 2. A 100 bp DNA ladder (Thermo Fisher Scientific, USA) was used as a size reference. Cropped images presented in the main manuscript were generated from this gel for clarity.

How the deposited data were processed for this re-analysis (not part of the article)

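Skin of the tail base, mid-tail and tip of 4 A/A and 3 D/D rams was analysed, with 41 libraries in all. The authors made the deposited counts by sequencing libraries of the CorALL kit, aligning the reads to ARS-UI_Ramb_v3.0 with ContextMap and BWA and counting them per RefSeq gene and strand with featureCounts (version not given in the sources used here), after a check of the reads with FastQC 0.11.9. The deposited values are raw counts of 31182 genes, of which 12203 have LOC symbols and 4594 had no count in any library, and 0 columns of values were left out. The libraries held 9177395 to 23431409 counts. In the table of units kept for the scripts, the 14 columns of the tail tip carry the name estimated count, because an automatic check read the word for the tip in their names as a genome position, but the deposited values are whole counts made by the authors in the same way as the others, and rounding them changed nothing. A set of 28742 genes had an entry in the RefSeq gene table of the same build, which gave the coordinates.

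The paper names the genes with differential expression from DESeq2, with an adjusted p of 0.01 and an absolute log2 fold change of 1 as thresholds. Here the counts of the libraries of a ram and position were summed to 21 ram sums, so that a ram counts once. They were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, after TMM normalization and the filter on low counts of edgeR, which left 19444 genes for the position comparisons and 17738, 17996 and 17842 for A/A against D/D at the base, mid-tail and tip. Positions were compared within rams by taking the ram as a block, since the same rams gave all positions. Ram sums of the same ram deviated together in 20 of 21 pairs (correlation over 0.1, range 0.0531 to 0.852, median 0.473). The difference of the change between D/D and A/A was an interaction term in the same fit. All p-values of single genes are adjusted after Benjamini-Hochberg, and single genes and list members are said to have risen or fallen at an adjusted p under 0.05. Values of rams are in CPM after TMM, or log2 of the CPM with 0.5 added, and exact tests permuted all assignments.

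The gene lists, the tests, the rule for named genes and the alternatives were fixed before the data were examined, except for the settings named as added later. The 35 lists hold HOX genes by paralog group, limb and appendage development, limb regulators, posterior HOX genes, fatty acid genes, tail length genes and panel genes that the paper names, fatty acid synthesis and beta-oxidation, hedgehog and Wnt genes, urogenital genes, neighbours of HOXB13, innate defence, heat shock and immediate early genes, and markers of adipocytes, sebaceous and sweat glands, tendon, cartilage and bone, fibroblasts, wool follicles, keratinocytes, melanocytes, immune cells, Schwann cells, smooth and skeletal muscle, endothelium and blood. A list of mitochondrially encoded genes could not be tested, since none of its members was counted under the names used here. Lists were tested with camera in limma 3.58.1 with a preset correlation of 0.01 and again with an estimated correlation, and lists among called genes with Fisher's exact test. Genes are named by rule. These are every gene the paper names for its RNA-seq, the 10 largest rises and 10 largest falls per comparison among called genes with a symbol, a mean of at least 1 CPM and the same direction in every ram, and the 4 members of a list with the smallest p in the comparison described. Some of the paper's own genes were seen with their values in its tables before. A few genes that the rule names are not reported here.

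The alternatives were DESeq2 1.42.0 and limma-voom on the ram sums, single libraries in edgeR with the ram as a block for positions and none between genotypes, DESeq2 on single libraries with the design that the paper states (rams numbered within genotype in the order of their numbers, since the paper's text does not give the numbering), no block, the library number as the block, each library alone, RLE normalization, library totals, no filter on low counts, 1 CPM in 3 ram sums as the filter, each genotype fitted on its own, an adjusted p of 0.05 and each ram left out. Between genotypes the design of the paper pairs A/A and D/D rams by number. With 4 A/A and 3 D/D rams, the A/A ram numbered 4 has a term of its own. That ram adds nothing to the genotype contrast of this design. DESeq2 with the design of the paper and each A/A ram left out, and the list tests with single rams left out, were added after the data were seen. The tests were checked on counts simulated for 19444 genes, of which 17793 to 19264 per comparison passed the filter and were tested. There edgeR recovered 94% of genes changed by a log2 fold change of 2 and 32.8% of those changed by 1 at the A/A tip, and 91% and 19.4% at the D/D tip. For the mid-tail it recovered 92.5% and 29.9% in A/A and 91% and 16.4% in D/D, and for A/A against D/D at a log2 fold change of 2 it recovered 28.8% at the mid-tail and 53% at the tip. Such shares hold for the simulated genes only, and do not give the share of real differences missed. Counts of libraries of the same ram and position differed by more than sampling noise (chi-square per gene over genes with at least 20 counts, 14.6 to 127.9 in 20 pairs, median 34.8, against 19.3 to 321.5 between rams in 104 pairs, median 62.2), and 0 pairs were identical. Where a group had at most 3 counts of a gene, the ratio of summed CPM is given with an exact 95% interval, and where it had none a floor of 3 counts over the group was used, both for counting error only. The qPCR, bone and colon samples were not analysed here, nor were Gene Ontology annotations used.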

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

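The tests of explanations and the list tests without single rams in this part were chosen after the results were seen, while the other list tests and the search for single rams apart from their group were planned. In 123 groups of 4 A/A rams, 10 had a ram far from the other 3 by Dixon's criterion, where about 6 are expected by chance, and 5 of the 10 were in ram 835507. This ram had ACSM2B at 5.729 at the base and 2.23 at the tip on the log2(CPM + 0.5) scale, a mean of the TaqMan panel genes of 1.046 at the base, and means of the wool follicle genes of 5.499 at the mid-tail and 4.016 at the tip. Ram 871932 had a mean of 3.407 for the melanocyte markers at the base, ram 871772 a mean of 1.521 for the cartilage and bone markers at the base and an SP8 value of -0.1499 at the mid-tail, and ram 871784 means of 1.308 for HOX paralog groups 10 to 13 and 6.038 for the smooth muscle markers at the mid-tail.

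The change from base to tip differed between D/D and A/A for several lists with a preset correlation (camera adjusted p), namely HOX paralog groups 1 to 4 (0.0006372) and 5 to 9 (4.455e-05), the fatty acid genes the paper names (2.579e-08), fatty acid synthesis (0.002947), and markers of adipocytes (0.001081), wool follicles (1.319e-09), smooth muscle (0.001727), skeletal muscle (0.04809), immune cells (0.0009105) and Schwann cells (0.0009105). For the change from base to mid-tail the lists were HOX paralog groups 1 to 4 (0.00702) and 5 to 9 (0.002955), limb and appendage development (0.00702), the fatty acid genes the paper names (8.548e-05), fatty acid synthesis (0.00702), and markers of wool follicles (9.685e-09), smooth muscle (3.87e-09), skeletal muscle (0.00702), endothelium (0.008982) and Schwann cells (0.003374). With an estimated correlation no list passed for either difference. All 24 HOX genes of paralog groups 1 to 9 that were tested had a lower change at the tip in D/D than in A/A (22 without ram 871869, 23 without ram 835507, 871784 or 871868, and 24 without any other ram), with medians of -0.67 for groups 1 to 4 and -0.5 for groups 5 to 9, and an adjusted p = 0.242 and 0.249 with an estimated correlation. In mean log2 CPM of groups 1 to 4, ram 835507 had 2.415 at the A/A tip, where the other A/A rams had 1.549 to 1.813, and ram 871772 had 1.076 at the base, where the others had 1.675 to 1.843. For groups 5 to 9 these were 3.703 against 2.962 to 3.089 at the tip and 2.577 against 2.895 to 3.123 at the base. Ram 835507 was also the highest at the A/A tip for smooth muscle (8.023, the others 6.187 to 6.745), Schwann cell (3.641, the others 2.587 to 2.869) and immune cell markers (2.604, the others 1.925 to 2.336) and the fatty acid genes the paper names (3.617, the others 2.476 to 2.879). Without this ram the difference no longer passed at the tip for smooth muscle (0.2613), nor at the mid-tail for fatty acid synthesis (0.09428) and endothelium (0.5611), and the wool follicle median went from 1.02 to 0.20 at the tip and from 0.96 to 0.50 at the mid-tail, while that of the fatty acid genes the paper names went from -0.76 to -0.38 at the mid-tail. Without ram 871772 it no longer passed at the tip for skeletal muscle (0.05109), nor at the mid-tail for HOX paralog groups 1 to 4 (0.09094), limb and appendage development (0.05211) and skeletal muscle (0.08704). Other rams left out ended the result for skeletal muscle at the tip (0.08428 without 871784 and 0.4492 without 871787), for HOX paralog groups 5 to 9 at the mid-tail (0.1595 without 871868) and for fatty acid synthesis at the mid-tail (0.0518 without 871784 and 0.06358 without 871869).

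Wool follicle genes were lower in ram 835507 at the mid-tail and tip than in the other A/A rams. A single failed library was excluded, since both libraries of the ram lay below every other A/A library at both positions, with a gap of at least 1.65 in mean log2 CPM, and a wrong label for genotype or position was not borne out, since HOXB13 rose along its tail to 6.43 CPM at the tip, above the highest D/D tip at 1.09. For depth, the first test came out as depth would need, since the ram had the lowest summed counts of the A/A rams at the mid-tail and tip (at most 0.954 of the next). A second test was chosen only after that result was seen, and within the ram the base had a lower total than the tip (0.895 of it) and yet the higher mean of the list (7.42 against 3.99), which low depth as the whole cause would not give. No biological explanation was tested, and the follicle content of the skin sampled stays open.

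HOXB13 was higher in every A/A than in every D/D ram at the tip, by 2.29 in mean log2 CPM (standard error 0.357). Distance from the base alone would put the D/D tips, which lie farther away, at or above the A/A tips, and a shift of all posterior HOX genes was excluded, since HOXA10, HOXA11, HOXA13, HOXC10 and HOXC11 had a median log2 fold change of -0.0525 between genotypes (-0.15, -0.0525, 0.021, -0.0965 and 0.217). Reads of 1 allele may map less well to the reference, and the counts cannot decide this, since the test of a difference that stays alike between mid-tail and tip (change of 0.618, standard error 0.618) has the D/D mid-tail rams near 0, at 0.0573 to 0.153 CPM. The paper's RT-qPCR, which maps no reads, also gives higher HOXB13 in A/A at both positions (Fig. 6), and its TaqMan assays differ between genotypes there (Supplementary Table 5). A genotype effect on HOXB13 is thus a hypothesis that the RNA-seq counts of these 7 rams alone cannot settle. The qPCR of the paper also covers rams without RNA-seq.

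The fatty acid genes that the paper names had median changes of -1.05, -1.16 and -1.48 at the tip of the 3 D/D rams and of -0.164, -0.932, -0.432 and -0.6 in the A/A rams. The paper chose them as lower at the D/D tip of these rams, so that the values cannot test whether 1 ram alone gave the change. A lower share of adipocytes in the D/D tip could lower them as well, and this stays open, since adipocyte markers outside that list had a median of -0.431 (9 of 14 below 0, SD 1.2) against -1.6 (SD 1.31) for the list.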

How the results depend on the processing

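The settings with single A/A rams left out of the design of the paper, and the list tests with single rams left out, were chosen after the data were seen, and all other settings were planned. For counts of called genes, 110 alternative values were within 1.5 times the count given and 88 were not. HOXB13 kept its direction in all fits, with 135 values on the same side of the threshold, 25 now past it and 6 no longer past it. For named genes 247 stayed on their side and 8 no longer passed, for gene lists 1871 stayed, 239 no longer passed, 98 newly passed and 3 turned direction, for lists among called genes 21 stayed and 5 did not, and for overlaps 33 stayed and 13 moved. The cause of these changes was not tested, except that settings with fewer rams or libraries hold fewer counts, and the block applies to comparisons of positions only. Depth limits HOXB13 at the base, with 2 counts over the A/A and 1 over the D/D libraries.

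For the A/A tip, 57 genes were called with edgeR on ram sums. DESeq2 on ram sums called 299, single libraries 328, the design of the paper 419, the library number as the block 324, library 1 alone 19, library 2 alone 0, no low-count filter 104, A/A fitted on its own 11 and an adjusted p under 0.05 230. Without the ram as a replicate block 4 were called, while leaving out single rams gave 3 (without 871932) to 53 (without 835507). Of the 53 genes called without ram 835507, 27 were among the 57. These were 12 of 13 without ram 871772, 32 of 44 without 871784 and 3 of 3 without 871932. The design of the paper called 423, 379, 530 and 256 without rams 835507, 871772, 871784 and 871932, the order used below. DESeq2 on ram sums called 56 of the 57 genes.

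For the A/A mid-tail, where edgeR called 0 (1969 genes at an unadjusted p under 0.05), DESeq2 on ram sums called 35, limma-voom 1, single libraries 47, the design of the paper 109, the library number as the block 46, library 1 alone 1, no low-count filter 3, A/A on its own 1 and an adjusted p under 0.05 5, and without single A/A rams the design of the paper called 104, 149, 264 and 27. For the D/D tip, where edgeR called 24, DESeq2 on ram sums called 211, limma-voom 7, single libraries 218, the design of the paper 370, the library number as the block 210, library 1 alone 3, library 2 alone 0, no low-count filter 37, D/D on its own 158 and an adjusted p under 0.05 103, and without single A/A rams the design of the paper called 418, 426, 416 and 342. Without the ram as a replicate block the D/D tip had 0, and leaving out any D/D ram gave 0. The D/D mid-tail, with 0 in edgeR (1311 at an unadjusted p under 0.05) and in limma-voom, had 9 in DESeq2 on ram sums, 6 with single libraries, 36 in the design of the paper, 6 with the library number as the block and 52, 53, 50 and 33 without single A/A rams.

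Between genotypes edgeR and limma-voom called 0 at each position, with 567, 1014 and 1824 genes at an unadjusted p under 0.05 in edgeR at the base, mid-tail and tip. At the base DESeq2 on ram sums called 7, the design of the paper 56 and, without single A/A rams, 66, 53, 65 and 56. At the mid-tail these were 12, 340 and 156, 331, 553 and 195, and at the tip 22, 646 and 105, 627, 680 and 430, with 2 at the tip from single libraries. The differences of the changes, 0 in edgeR and limma-voom (1188 at the tip and 1013 at the mid-tail at an unadjusted p under 0.05 in edgeR), had 3 in DESeq2 on ram sums, 3 with single libraries, 25 in the design of the paper and 20, 43, 80 and 20 without single A/A rams at the tip, and 3, 3, 10 and 14, 25, 239 and 12 at the mid-tail.

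The HOXB13 log2 fold change at the A/A mid-tail no longer passed with limma-voom (5.358), library 1 (5.145) or library 2 (7.338) alone and A/A on its own (6.016), and leaving out single rams gave 5.009 (without 871932) to 6.825. At the D/D tip it passed with DESeq2 on ram sums (5.403), single libraries (4.774), the design of the paper (4.85), the library number as the block (4.775), RLE normalization (5.078), no low-count filter (5.107), D/D on its own (5.068) and the design of the paper without single A/A rams (4.849, 4.85, 4.85 and 4.848). The HOXB13 log2 fold change, A/A versus D/D at the mid-tail, passed with DESeq2 on ram sums (4.109), the design of the paper (3.226) and that design without single A/A rams (4.308, 3.234, 4.215 and 3.522), and the HOXB13 log2 fold change, A/A versus D/D at the tip, passed with these (3.054, 3.093 and 3.056, 3.089, 3.354 and 3.275) and single libraries (3.083). The HOXB13 log2 fold change, difference of the mid-tail versus base change between D/D and A/A, passed in the design of the paper without ram 871784 (-4.137). The 6 HOXB13 values that no longer passed, counted above, are not all named here.

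The share of genes up at the A/A tip also called in D/D was 23.19% in the design of the paper, 0% without the block and 33.33% with the genotypes on their own, and that of genes up at the D/D tip in A/A 100% with limma-voom, library 1 alone, library totals, no low-count filter or 1 CPM, and 4.878% with the genotypes on their own. For genes down at the A/A tip it was 15.38% with limma-voom and 0% without the block, and for those down at the D/D tip 66.67% with limma-voom and 1.709% with the genotypes on their own. HOX paralog groups 10 to 13 had 0 genes up at the A/A tip with library 2 alone, and 0 at the D/D tip with limma-voom, no replicate block, library 2 alone or library totals. Without ram 835507 the wool follicle list turned to a positive median at the A/A tip (camera adjusted p = 0.8031, the lowest being 8.479e-10 without ram 871784), and the differentiated keratinocyte list turned for the difference of the tip change (0.01421, the highest being 0.7825 without ram 871787). The list of immediate early genes turned between genotypes at the base without ram 871787 (0.01654, the highest being 0.9029 without ram 871784).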

Differences from the paper's values

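The settings with an A/A ram left out of the design of the paper were added after the values were seen, and the others were set before the data were examined. The paper's thresholds are an adjusted p of 0.01 and an absolute log2 fold change of 1, written with slightly different signs in its parts, and were used here. A setting is said to come close where the larger of the paper's value and its own was at most 1.5 times the smaller, and the settings not named beside a value did not come close. The p-values of Supplementary Table 5 are taken as adjusted, which its heading and legend do not state. The paper gives 22 panel values under 0.05. The added settings without rams 835507, 871772, 871784 and 871932 kept 21, 18, 20 and 19 of them.

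The paper gives 105 differentially expressed genes at the A/A mid-tail, and here 0 were called, while the design of the paper in DESeq2 came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507 or 871772. The paper gives 51 differentially expressed genes at the D/D mid-tail, and here 0 were called, while the design of the paper in DESeq2 came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507, 871772 or 871784. The paper gives 422 differentially expressed genes at the A/A tip, and here 57 were called, while DESeq2 on ram sums, single libraries, the design of the paper in DESeq2 and the library number as the block came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507, 871772 or 871784. The paper gives 417 differentially expressed genes at the D/D tip, and here 24 were called, while the design of the paper in DESeq2 came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507, 871772, 871784 or 871932. The paper gives 62 differentially expressed genes between genotypes at the base, and here 0 were called, while the design of the paper in DESeq2 came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507, 871772, 871784 or 871932.

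At the A/A mid-tail, genes called up were about 75 and genes called down about 30 in Fig. 7A of the paper, read by eye, and 0 and 0 here. For genes called up at the A/A mid-tail, the design of the paper in DESeq2 came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507 or 871772, and for genes called down single libraries came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507. At the D/D mid-tail, genes called up were about 19 and genes called down about 32 in Fig. 7A of the paper, read by eye, and 0 and 0 here. For genes called up at the D/D mid-tail, no setting set beforehand came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507, 871772 or 871784, and for genes called down the design of the paper in DESeq2 came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507, 871772, 871784 or 871932. At the A/A tip, genes called up were about 250 and genes called down about 170 in Fig. 7A of the paper, read by eye, and 29 and 28 here. For genes called up at the A/A tip, the design of the paper in DESeq2 came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507 or 871784, and for genes called down DESeq2 on ram sums, single libraries, the design of the paper in DESeq2 and the library number as the block came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507, 871772 or 871932. At the D/D tip, genes called up were about 110 and genes called down about 310 in Fig. 7A of the paper, read by eye, and 3 and 21 here. For genes called up at the D/D tip, the design of the paper in DESeq2 came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507, 871772, 871784 or 871932, and for genes called down the design of the paper in DESeq2 came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507, 871772, 871784 or 871932.

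For the A/A tip, the percent of genes called down also called down at the D/D tip is 61.31% in the paper and was 32.14% here, where the design of the paper in DESeq2 came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507 or 871932. The percent of genes called up also called up at the D/D tip was about 26% in Supplementary Fig. 3B, read by eye, and 6.897% here, where single libraries, the design of the paper in DESeq2, the library number as the block and the genotypes fitted on their own came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507, 871772, 871784 or 871932.

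Adjusted p-values at the A/A tip follow, the paper's from Supplementary Table 5. The HOXB13 adjusted p was 9.53E-14 in the paper and 0.0004832 here, where no setting set beforehand came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507. The SP8 adjusted p was 0.0035 in the paper and 0.0915 here, where single libraries and the library number as the block came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507 or 871784. The ALOX15 adjusted p was 0.0126 in the paper and 0.131 here, where the design of the paper in DESeq2 came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507 or 871932. The LOXL4 adjusted p was 9.76E-15 in the paper and 0.001738 here, where DESeq2 on ram sums came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507. The AGT adjusted p was 0.0081 in the paper and 0.2407 here, where no setting set beforehand came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507. The HOXA13 adjusted p was 1.57E-09 in the paper and 0.002836 here, where no setting set beforehand came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507. The ACSM2B adjusted p was 0.0021 in the paper and 0.01755 here, where no setting set beforehand came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507 or 871932.

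Adjusted p-values at the D/D tip follow, the paper's from Supplementary Table 5. The HOXB13 adjusted p was 5.91E-05 in the paper and 0.05081 here, where no setting set beforehand came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507, 871772, 871784 or 871932. The SP8 adjusted p was 0.0028 in the paper and 0.1463 here, where no setting came close to the paper. The ALOX15 adjusted p was 4.08E-08 in the paper and 0.01581 here, where no setting set beforehand came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507. The LOXL4 adjusted p was 1.85E-06 in the paper and 0.03365 here, where the design of the paper in DESeq2 came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507. The AGT adjusted p was 0.0063 in the paper and 0.2138 here, where no setting set beforehand came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507. The HOXA13 adjusted p was 1.66E-11 in the paper and 0.007578 here, where no setting set beforehand came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507 or 871932. The ACSM2B adjusted p was 1.72E-06 in the paper and 0.02807 here, where no setting set beforehand came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507.

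Adjusted p-values at the A/A mid-tail follow, the paper's from Supplementary Table 5. The HOXB13 adjusted p was 3.29E-08 in the paper and 0.01842 here, where no setting set beforehand came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507. The SP8 adjusted p was 0.4456 in the paper and 0.7058 here, where single libraries, the library number as the block and ram 871784 left out came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507. The ALOX15 adjusted p was 0.3757 in the paper and 0.8885 here, where no setting set beforehand came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507. The LOXL4 adjusted p was 4.71E-06 in the paper and 0.09347 here, where no setting set beforehand came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507. The AGT adjusted p was 0.4008 in the paper and 0.8604 here, where ram 871784 left out came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507 or 871784. The HOXA13 adjusted p was 0.0010 in the paper and 0.1265 here, where single libraries came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507 or 871932. The ACSM2B adjusted p was 0.1406 in the paper and 0.2421 here, where DESeq2 on ram sums, limma-voom, library 1 alone, no low-count filter, ram 871772 left out and ram 871784 left out came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507.

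Adjusted p-values at the D/D mid-tail follow, the paper's from Supplementary Table 5. The HOXB13 adjusted p was 0.3064 in the paper and 0.7561 here, where single libraries, the design of the paper in DESeq2, the library number as the block and the genotypes fitted on their own came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507, 871772, 871784 or 871932. The ALOX15 adjusted p was 0.3558 in the paper and 0.7259 here, where single libraries, the design of the paper in DESeq2 and the library number as the block came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507, 871772, 871784 or 871932. The LOXL4 adjusted p was 0.0185 in the paper and 0.4765 here, where the design of the paper in DESeq2 came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507 or 871772. The AGT adjusted p was 0.4286 in the paper and 0.7652 here, where single libraries, the design of the paper in DESeq2, the library number as the block and the genotypes fitted on their own came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507, 871772, 871784 or 871932. The HOXA13 adjusted p was 1.18E-07 in the paper and 0.1347 here, where no setting set beforehand came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507 or 871932. The ACSM2B adjusted p was 0.0004 in the paper and 0.297 here, where no setting set beforehand came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507 or 871772.

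Adjusted p-values between genotypes at the base follow, the paper's from Supplementary Table 5. The ALOX15 adjusted p was 0.5749 in the paper and 0.9999 here, where single libraries, the design of the paper in DESeq2, library 1 alone and ram 871932 left out came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507, 871772, 871784 or 871932. The LOXL4 adjusted p was 0.1559 in the paper and 0.9999 here, where no setting set beforehand came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507. The AGT adjusted p was 0.5574 in the paper and 0.9999 here, where single libraries, library 1 alone and ram 871932 left out came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507 or 871784. The ACSM2B adjusted p was 0.4233 in the paper and 0.9999 here, where no setting set beforehand came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507.

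Adjusted p-values between genotypes at the mid-tail follow, the paper's from Supplementary Table 5. The HOXB13 adjusted p was 3.69E-07 in the paper and 0.8481 here, where no setting set beforehand came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507 or 871784. The AGT adjusted p was 0.2801 in the paper and 0.8481 here, where ram 871784 left out came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507 or 871784. The HOXA13 adjusted p was 0.2605 in the paper and 0.8594 here, where the design of the paper in DESeq2 came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507 or 871772.

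Adjusted p-values between genotypes at the tip follow, the paper's from Supplementary Table 5. The HOXB13 adjusted p was 3.86E-08 in the paper and 0.4583 here, where no setting set beforehand came close to the paper, and among the settings added after the values were seen the design of the paper without ram 835507.

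Of the 47 adjusted p-values of Supplementary Table 5, 22 are under 0.05 in the paper and 9 of the 42 that could be tested here, all among the 22. With DESeq2 on ram sums, which gave 38 values, 17 of the 22 were under 0.05. This number was 10 with limma-voom, 18 with single libraries, 21 in the design of the paper and 17 with the library number as the block. It was 10 with RLE normalization, 12 with no low-count filter and 11 with the genotypes fitted on their own. These settings thus call items that were not called here. Fewer were under 0.05 with no replicate block (4), library 1 alone (7) and library 2 alone (2). Single rams left out gave 0 (without 871868) to 5 (without 871784). The settings with fewer calls also gave fewer than 42 values.

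The paper writes that most differentially expressed genes of A/A were up-regulated at mid-tail and tip. Of the genes called at the A/A tip 29 of 57 were higher here. These were 138 of 299 with DESeq2 on ram sums and 207 of 419 in the design of the paper. In that design without ram 835507, a setting added after the values were seen, 254 of 423 were higher. At the A/A mid-tail, where 0 were called here, most were higher with DESeq2 on ram sums (23 of 35) and single libraries (27 of 47). The design of the paper had 59 of 109 higher there. The added settings had 75 of 104 without ram 835507 and 65 of 149 without ram 871772. The paper writes of HOXA13 as higher in A/A than D/D. The HOXA13 log2 fold change between genotypes was 0.02 at the tip and -0.54 at the mid-tail here, and its p-values in Supplementary Table 5 do not pass either. ALOX15, LOXL4 and ACSM2B are described as up-regulated in its text, yet they were lower at the tip than at the base in all 7 rams here, and Fig. 8A shows them lower too. It states that genes never changed in opposite directions between conditions, as 0 called genes did here, although 1 did with DESeq2 on ram sums, single libraries and the design of the paper. BSND is shown as lower in A/A at the base, where its log2 fold change was 1.24 here (standard error 1.53), a sign that rests on ram 835507 with 10.01 CPM. The other A/A rams had 0, 0 and 0.567 CPM, against 0.534 to 2.3 in D/D, and BSND had -2.25 with limma-voom and -0.46 in the design of the paper. The methods of the paper name 3 A/A rams and its Supplementary Table 3 lists 4, all of which were used here.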

Other observations

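The comparison with the design of the paper less single A/A rams, the list tests without single rams and the exchange of base and tip within rams were chosen after the values were seen, while the lists and the splits of the samples were planned. Skin of the tail tip also differed from the base in cell type markers that the text has not described. KRT1 and KRT2, keratins of differentiating epidermis, rose at the A/A tip by log2 fold changes of 1.45 and 3.25 (higher in 4 and 3 of 4 rams), and KRT2 had 3.68 at the D/D tip (adjusted p = 0.0598 from edgeR). Of 16 differentiated keratinocyte markers 2 rose at the A/A tip and none fell (4 rose and 1 fell when adjusted over the list alone, camera adjusted p = 0.00824, adjusted p = 0.618 with an estimated correlation), and the list no longer passed without ram 871772 (0.5356) or 871932 (0.1524). All 11 basal keratinocyte markers had positive log2 fold changes there (median 0.31, camera adjusted p = 0.00197, adjusted p = 0.356 with an estimated correlation, 0.06242 without ram 871772), none of them passing. PI16, a marker of fibroblast progenitors, fell at both tips with log2 fold changes of -1.26 and -1.56, and 13 of 16 fibroblast markers at the A/A tip and 14 at the D/D tip were negative (camera adjusted p = 4.77e-05 and 7.02e-07, adjusted p = 0.421 and 0.26 with an estimated correlation), among them COL3A1 and COL1A1 with -1.386 and -1.595 in A/A, short of the threshold. Melanocyte markers were negative in 10 of 10 at the A/A tip, with a median of -1.27 (camera adjusted p = 0.00767, adjusted p = 0.441 with an estimated correlation), and none passed. Much of this rests on the base of ram 871932, with a mean of 3.407 for the list against 1.678 to 1.882 in the other A/A rams. Without this ram the median was -0.37 (camera adjusted p = 0.1695), and without ram 871772 the list did not pass either (0.09006). FADS2, a desaturase of sebaceous glands, fell at the A/A tip with a log2 fold change of -1.41, the 1 of 14 sebaceous gland markers that passed (camera adjusted p = 0.0575), and C1QC, a complement gene of macrophages, fell there with -1.18.

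Innate defence genes had positive log2 fold changes in 16 of 20 members at the A/A tip and 15 of 20 at the D/D tip, with medians of 0.93 and 0.8 (camera adjusted p = 0.0012 and 0.0181, adjusted p = 0.421 and 0.555 with an estimated correlation), and none passed, IL36B having 3.08 and 4.07. The list no longer passed at the A/A tip without ram 871772 (0.0961), nor at the D/D tip without ram 871787 (0.07076) or 871868 (0.07424). Smooth muscle markers were positive in 10 of 11 at the A/A mid-tail (median 0.77, camera adjusted p = 8.17e-10, adjusted p = 0.207 with an estimated correlation), ACTG2 having 1.48 (adjusted p = 0.16 from edgeR), and none passed except that 7 rose when adjusted over the list alone. No list of sweat gland (camera adjusted p = 0.672 and 0.321 at the A/A and D/D tip), skeletal muscle (0.996 and 0.0359), endothelial (0.639 and 0.628), heat shock (0.653 and 0.51) or immediate early genes (0.101 and 0.16) had a member that passed, and the skeletal muscle list had an adjusted p = 0.417 with an estimated correlation in D/D and 0.4235 without ram 871787. Of the blood cell markers 2 were tested, too few for a list test, and neither passed.

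In the splits of the samples, 2 of 32 assignments called at least as many genes as the real 57 at the A/A tip, the highest other 95, so that these splits alone do not exclude chance for this count. That other assignment parts rams 835507 and 871932 in the real way and keeps both samples of 871784 together and both of 871772 together, and the other 7 of the 8 that part every pair of a ram call 0. The assignment with 95 thus holds part of the real contrast, while 8 assignments are too few for a share under 0.05. HOXB13, SP8 and HOXA13 were each higher at the tip in all 7 rams (exact permutation test, two-sided p = 0.0156 for each, the smallest they allow), where the paper chose SP8 and HOXA13 for its panel on these data. The tips of A/A and D/D share no library and had 104 genes higher and 177 lower in both at an unadjusted p under 0.01, against 1.15 and 1.05 in simulated unchanged data, which hold no correlation between genes. With base and tip exchanged within rams, a test added after the values were seen that keeps this correlation, 2 of 32 assignments had an absolute correlation between the mean changes of A/A and D/D as high as the real 0.474. The highest other, 0.607, has base and tip exchanged in ram 835507, so that this test does not exclude chance either. At the D/D tip with 24 (1 of 10, highest other 0) the splits are too few for a share under 0.05. Where 0 genes were called, every assignment calls at least as many whatever the values are, so that the splits say nothing about chance. This holds for the mid-tail of A/A (32 of 32, highest other 60) and D/D (10 of 10, highest other 0), for A/A against D/D at each position (35 of 35, highest other 1 each) and for the differences of the changes at the tip (35 of 35, highest other 7) and mid-tail (35 of 35, highest other 0). The assignment with 60 genes keeps the samples of 835507 together and those of 871932 together, and a structure of the samples behind it was not tested.

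The paper does not name its 3 A/A rams, and a hypothesis formed after the values were seen is that its analysis left out ram 835507. The 45 adjusted p-values that could be compared had a median absolute log10 ratio to those of Supplementary Table 5 of 0.0102 in the design of the paper without that ram, with 34 of them within 10%, against 0.312 with all rams and 0.331, 0.355 and 0.256 without ram 871772, 871784 or 871932. This is consistent with 6 rams in its analysis, and no reason for leaving out a ram was found in its text, so that all 7 rams were used for the values given.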
